# Biomechanical Isolation is Required for Maintenance of the Cardiac Pacemaker Cell Fate

**DOI:** 10.21203/rs.3.rs-9520289/v1

**Published:** 2026-05-04

**Authors:** Michael Bressan, Ashlyn Laidman, Trevor Henley, Wei Shi, Kathryn Scherrer, Angie Mordant, Frank Conlon

## Abstract

Electrical impulses initiated within the sinoatrial node (SAN) drive rhythmic beating of the heart. These electrical impulses are generated by specialized cardiomyocytes termed cardiac pacemaker cells (CPCs). While the ionic mechanisms that control CPC function have long been studied, the upstream cellular events that pattern and maintain the unique electrophysiological properties of the SAN remain poorly understood. Using quantitative proteomic approaches, we have identified that developing CPCs lack fundamental components of the molecular machinery necessary to sense and respond to mechanical signaling cues. Furthermore, we have identified that ectopic activation of the core mechanotransduction pathways within CPCs induces severe SAN electrical dysfunction. Mechanistically, we demonstrate that entire systems of ion channels required for electrical oscillation and the major transcription factor networks associated with CPC cell lineage commitment are rapidly downregulated in response to cellular strain. These data reveal that the mechanical uncoupling and/or suppression of mechano-transductive signaling pathways represent a previously unrecognized critical regulatory mechanism required to support cardiac pacemaking.

## INTRODUCTION

The cardiac conduction system is responsible for initiating and coordinating the electrical activation of the heart. The most proximal component of this system is the sinoatrial node (SAN). Herein, specialized myocytes, termed cardiac pacemaker cells (CPCs), continuously oscillate between polarized and depolarized membrane potentials, resulting in the rhythmic generation of electrical impulses. Once initiated, these impulses propagate away from the SAN to activate the downstream cardiac muscle, stimulating the entire cardiac cycle.

The SAN is anatomically, functionally, and transcriptionally distinct from the atrial and ventricular working myocardium (Boyett et al., 2000; Easterling et al., 2021; James, 1977; Mandla et al., 2021; Opthof, 1988; Shiraishi et al., 1992). At the histological level, the SAN can be identified by its high content of extracellular matrix, poorly aligned muscle fibers, and significantly elevated numbers of non-myocardial interstitial cells (Boyett et al., 2000; James, 1961; Opthof, 1988). In addition, CPCs possess several hallmark features that distinguish them from the working myocardium. These include the relative paucity of contractile myofibrils, absence of t-tubules, significantly underdeveloped intercalated discs, and CPCs are far smaller than their working myocardial counterparts (Masson-Pevet et al., 1979; Masson-Pevet et al., 1984; Opthof et al., 1986). Furthermore, CPCs express unique sets of cell surface, voltage-gated, ion channels and utilize an intricate system of intracellular Ca^+2^ shuttling to spontaneously generate rhythmic electrical impulses (Alig et al., 2009; Bucchi et al., 2012; Carmeliet, 2019; DiFrancesco, 1993; Lakatta et al., 2010; Maltsev and Lakatta, 2008; Satoh, 2003).

To date, the specialized anatomical and functional characteristics present in the SAN have largely been attributed to cell fate decisions that occur during embryological development. More specifically, a set of embryologically expressed transcription factors including SHOX2, TBX3, TBX18, and ISL1 are thought to promote CPC fate acquisition and suppress maturation towards the working myocardial phenotype (Bakker et al., 2012; Blaschke et al., 2007; Christoffels et al., 2006; Espinoza-Lewis et al., 2009b; Grijalva et al., 2019; Hoogaars et al., 2007; Kapoor et al., 2012; Liang et al., 2015; Mommersteeg et al., 2010; Vedantham et al., 2015). However, the upstream molecular pathways that actively control CPC developmental cell fate decisions and/or maintain SAN function throughout life remain poorly understood.

Previously, we have shown that tissue-specific disassembly of adherens junctions that occurs during the developmental patterning of the SAN is critical for the maintenance of CPC electrical activity (Thomas et al., 2021). Additionally, we have shown that the extracellular matrix present in the embryonic SAN is far more mechanically compliant than the adjacent atrial chamber myocardium (Henley et al., 2023). Both in the context of cell-cell and cell-matrix interactions, we have shown that increasing the mechanical force applied to CPC leads to electrical dysfunction (Henley et al., 2023; Thomas et al., 2021). Collectively, these data indicated that localized differences in cardiac tissue mechanics may play a significant role in the functional patterning of the SAN. Thus, a detailed understanding of how CPCs sense and respond to the mechanical forces present within their microenvironment is necessary to create a complete mechanistic model of SAN development and homeostasis.

To address this, we set out to construct a proteomics-based profile of the intracellular signaling environment present within developing CPCs. We specifically focused on protein abundance as recent reports have noted significant divergence between differential gene expression and overall protein content in the embryonic heart (Edwards et al., 2023; Shi et al., 2021). Indeed, using mass-spectrometry, we have now identified large numbers of proteins that show differential abundances between SAN, atria, and ventricles that have not previously been described in stage-matched RNA sequencing studies (Henley et al., 2023). Among these, we found that regulatory factors specifically associated with Rho GTPase cycling are downregulated in the SAN at the protein level. Importantly, our data further demonstrate that stimulating Rho GTPase activity severely disrupts SAN electrical behavior. This occurs through a massive transcriptional response that turns off entire classes of ion channels, transcription factors, and structural genes that are required for CPC function. In agreement with these findings, we show that downstream effectors of RhoA signaling are not natively active in the developing SAN and that stimulating these factors via mechanical strain phenocopies Rho GTPase activation. Collectively, these data demonstrate that mechanically isolating CPCs is a fundamental upstream cellular event required to pattern the unique electrophysiological characteristics present in the SAN and that activation of mechanosensitive signaling modules leads to rapid and severe breakdown of cardiac pacemaking.

## RESULTS

### Proteomic analysis of the developing SAN.

To identify potential novel upstream regulators of CPC functional maturation, we profiled differences in protein content between the developing SAN, atria, and ventricle. To date, a quantitative proteomic analysis of the developing SAN has not been performed. This is due, in large part, to its relatively small size and poor accessibility of this tissue in most model organisms. To overcome this, we performed our analysis using the embryonic chick heart. At embryonic day 6 (E6, Hamburger Hamilton stage 30), the chick SAN displays structural and molecular characteristics comparable to mammalian systems of similar stages, and generates mature pacemaker action potentials (Bressan et al., 2013; Henley et al., 2023; Thomas et al., 2021). Importantly, the embryonic chick SAN at this stage is also relatively large (~600um × 300um) (FIG1A), containing ~8,000–10,000 cells, and can be easily isolated using microsurgical dissection. Therefore, we isolated the embryonic SAN, the free wall of the right atria, and the apex of the ventricular myocardium for analysis(FIG1A). We confirmed that each isolated tissue region displayed functional characteristics that aligned with their expected cell fate using high-speed voltage imaging. Consistent with our previous studies (Bressan et al., 2013; Henley et al., 2023; Thomas et al., 2021), voltage mapping revealed electrophysiological parameters that amtched with mature CPCs, including decreased conduction velocities and the presence of slow diastolic depolarization within isolated SAN tissue (FIG1B–D)). Furthermore, CPC-like action potential kinetics could be seen across the entire surface of SAN tissue preparations (FIG1C), suggesting little contamination from other myocardial sources.

For proteomic comparisons, we collected five biological replicates of SAN, atrial, and ventricular tissue. Each SAN biological replicate consisted of greater than 60 isolated tissue preparations, atrial replicates were generated from pools of 15 tissue preparations, and ventricular replicates were made up of 10 tissue preparations (FIG1E). To maximize proteomic depth of coverage, we employed a sequential fractionation protocol to isolate both soluble and insoluble protein fractions from each sample group. This was followed by liquid chromatography-based tandem mass spectrometry. Mass spec was performed using label-free quantification in data-independent acquisition mode (LFQ-DIA). In total, we identified 6647 proteins (Table S1), of which 99.3% were detected across all sample groups (29, 6, and 14 proteins were unique to SAN, atria, and ventricle, respectively) (FIG1F). Using significance thresholds of > 1.0 Log2 fold change, we identified 1987 proteins that were differentially expressed between ventricle and SAN, 1498 proteins that were differentially expressed between atria and SAN, and 1032 proteins that were differentially expressed between atria and ventricle (FIG1G–I, Table S1). Principal component analysis (PCA) of our sample pools revealed close segregation of 5/5 atria, 5/5 ventricle, and 4/5 SAN biological replicates (SAN outlier is shown in sFIG1B) with atria and ventricle being more closely associated along principal component 1 and SAN and ventricle more similar across principal component 2 (FIG1J). To evaluate the fidelity of our proteomic analysis, we confirmed that known positive and negative molecular markers of the SAN were differentially expressed in our data set (FIG1K). We then sought to isolate proteins that were uniquely up or downregulated in the SAN when compared to both atria and ventricle tissue. This led to the identification of 358 proteins that were more highly expressed in the atria and ventricle over the SAN, and 507 proteins that were specifically enriched in the SAN (FIG1L). In addition, we compared this proteomics dataset to our previously published transcriptomic analysis (Henley et al., 2023). This revealed that 78.9% of the proteins identified as differentially regulated between the SAN and atria were not altered at the transcript level (Log2 fold change >1.0 SAN, p-value < 0.05) (sFIG1C, Table S1). Collectively, these data identified that the SAN displays a distinct and unique proteomic profile, while also establishing a foundation for novel pathway analyses and mechanistic studies into the regulation of SAN-specific developmental and electrophysiological processes.

### Depressed small GTPase signaling in the forming SAN.

We next interrogated our proteomic dataset to bioinformatically infer regulatory events that may be involved in the regional sub-specialization of cardiac function. Initially, we conducted Gene Ontology (GO) term analysis on proteins that showed differential abundance between the SAN and atrial/ventricular myocardium. GO terms associated with proteins upregulated in the SAN were enriched for Biological Processes and Cellular Components related to neuronal development, cell migration, and extracellular matrix organization (sFIG1D,E, Table S2). However, analysis of the 358 enriched in the atrial/ventricular regions revealed that factors associated with striated muscle development, adherens junction formation, and cytoskeletal organization were significantly downregulated in the SAN (FIG2A, Table S2). In addition, we noted that terms associated with intracellular signal transduction were also significantly enriched in atrial and ventricular cells when compared with the SAN (FIG2B, sFIG1F). Using our global proteomic profiles of the SAN, atrial, and ventricular myocardium we then performed Ingenuity Pathway Analysis (IPA)(Kramer et al., 2014) to generate predictions of the most significantly activated signaling pathways for each region of the heart. This revealed that RHO GTPase Cycling was predicted to be highly active in the atrial and ventricular myocardium but significantly reduced in the SAN (FIG2C,D, Table S3). Indeed, we bioinformatically isolated all of the differentially expressed proteins related to small GTPase cycling within our proteomics dataset and noted that greater than 25 GTPase Activating Proteins (GAPs) and Guanine Exchange Factors (GEFs) were downregulated in the SAN when compared with atrial and ventricular myocardium (FIG2E, sFIG1G, Table S3). We assembled these differently regulated GAP/GEFs into a predicted protein interaction network (Franceschini et al., 2013; Snel et al., 2000; Szklarczyk et al., 2025), which highlighted significant interactions with small GTPases such as RhoA, RhoB, RhoC, Rac1, or CDC42 (FIG2F,H–J). Of these factors, RhoA, RhoB, Rac1, and CDC42 were detected in our proteomics dataset, with RhoA and Rac1 downregulated in the SAN relative to atria and ventricle (FIG2G). Of note, downstream effectors of small GTPase signaling including MAP2K2, MAP2K6, MAPK8, MAPK14, and MAP2K4 were also downregulated in the SAN (FIG2G). Collectively, these data lead to the prediction that Rho, Rac1, and/or CDC42 signaling were significantly diminished in the forming SAN when compared with the atrial and ventricular chamber myocardium (FIG2H–J).

### Ectopic activation of RhoA signaling specifically disrupts SAN function.

Given the prediction that RhoA, Rac1, and/or CDC42 signaling may be depressed in the SAN, we tested whether ectopic activation of any of these pathways influenced electrical patterning in the heart. For these studies, we isolated SAN and atrial tissue from E6 (HH30) embryonic chick hearts and cultured them for 14hrs in vehicle, 0.25ug/ml of the RhoA-specific activator CN03(Flatau et al., 1997; Schmidt et al., 1997), or 0.25ug/ml of the Rac1/CDC42 activator CN02(Lundin et al., 2020). Following culture, we used voltage imaging to assess and quantify electrophysiological parameters. Among atrial tissue preparations, we observed no statistical differences in action potential kinetics recorded between vehicle and CN02-treated preparations (FIG3A,B,E–G, Video S1), suggesting that Rac1 and CDC42 activation did not alter atrial electrophysiology. We did observe minor, but statistically significant, decreases in action potential upstroke velocity and elongation of action potential duration in atrial preparations treated with CN03 (FIG3A,B,E–G). Similar to atrial tissue, the SAN did not display quantifiable differences in electrical activity following CN02 treatment (FIG3B,C, H–K, Video S2), again suggesting that Rac1 and CDC42 stimulation did not influence electrophysiological patterning. However, CN03 had a significant impact on SAN function (FIG3B,C, H–K, Video S2). More specifically, CN03 decreased the amplitude and dv/dt max of the SAN action potential (FIG3D), decreased the rate of slow diastolic depolarization by 2.4 fold (FIG3H), slowed upstroke velocity by 3.2 fold (FIG3I), and prolonged action potential duration by 23.2% (FIG3J). CN03 also increased the cycle length of the SAN from 390.0 +/− 36.4ms to 465.7 +/− 84.8 ms (FIG3K). These effects on the SAN electrical activity were consistent across a dose response range of CN03 concentrations from 0.25ug/ml to 5.0ug/ml (FIG3L). In addition, we performed a time series analysis and determined that CN03 did not influence SAN function over shorter time windows (less than 6 hrs), but rather the major effects of RhoA activation occurred between 6 hrs and 14 hrs of treatment and persisted for up to 36 hrs (FIG3M). Importantly, in parallel studies, we noted that suppression of RhoA signaling via treatment with 1.0ug/ml of the Rho inhibitor, CT04 (Ingallina et al., 2018), did not affect either atrial or SAN electrical activity (sFIG2, Video S3, Video S4). Thus, these data revealed that activation of RhoA, but not Rho Suppression or activation of Rac1/Cdc42, significantly disrupts SAN electrical activity. Furthermore, these data demonstrated that the SAN was far more sensitive to RhoA stimulation than the atrial myocardium, and that the ability of CN03 to influence SAN behavior occurred over 6–14 hour time window.

### RhoA signaling deactivates large portions of the SAN gene program.

Due to the 6–14 hour time window over which CN03 treatment disrupted SAN function, we hypothesized that RhoA activation was specifically impacting CPC gene expression. 

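Gene expression was measured in 24 libraries, with 4 biological replicates in each of 6 groups. The groups were freshly isolated SAN and atria (t0), and SAN and atria cultured for 14 hours with vehicle or with 0.25 ug/ml of the RhoA activator CN03. Each replicate was a pool of 5 tissue preparations from chick embryos at HH stage 30 (embryonic day 6). The authors mapped the reads of ribosomal RNA-depleted total RNA with Kallisto, filtered the genes with edgeR, and deposited a normalized log2 expression value for each gene and library. The number of reads behind each value is unknown, so the counting error of single values cannot be given. Across genes, libraries of the same group correlated with r between 0.977 and 0.992. A mean per group was fitted to the log2 values of all 24 libraries with limma, using a mean-variance trend and Benjamini-Hochberg adjustment over all genes. Genes were counted as differentially expressed at an adjusted p under 0.05 and a log2 fold change (log2FC) above 1 in either direction. By this criterion, 3400 genes differed between CN03-treated and vehicle-treated SAN, of which 1273 were higher and 2127 lower with CN03. The genes higher with CN03 thus made up 37.4% of the calls, against 49.0% after quantile normalization between libraries and 40.7% after median centring. In atria, 3652 genes differed, 1715 higher and 1937 lower. The count in SAN depended most on the fold change limit, with 8843 genes when no limit was set and 1806 genes when limma's treat tested against a log2FC of 1. Of the genes differentially expressed in both tissues, 2482 of 2489 changed in the same direction. Across all pairs of groups, same-numbered pools deviated from their group means together, with a mean r of 0.165 across genes. When the replicate numbers were shuffled within each group 10000 times, the highest mean r was 0.159 (permutation p = 1e-04). With the replicate number as a block, 3399 genes differed in SAN, 3397 of them among the 3400 above, and 3657 in atria.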

To test this, we collected RNA from freshly isolated SAN and atria, as well as from tissue that had either been treated for 14 hrs with vehicle or 0.25ug/ml CN03. We then performed bulk RNA sequencing to identify differentially expressed genes (FIG4A). Following sequencing, we used PCA to evaluate overall sample variance. This demonstrated that our sample pools primarily segregated based on three principal components: PC1 - CN03 treated vs untreated, PC2 - freshly isolated vs cultured, and PC3 - sample origin (SAN vs atria) (FIG4B, sFIG3A,B). 

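The components were computed from the log2 values of all genes in the 24 libraries, centred on each gene's mean and not scaled. PC1 held 51.7% of the variance, PC2 18.5%, PC3 15.7%, and PC4 2.76%. CN03 treatment accounted for 96% of the variance of the PC1 scores across libraries. Freshly isolated against all cultured libraries, CN03-treated ones included, accounted for 55% of the variance of the PC2 scores, and tissue of origin for 95.8% of that of the PC3 scores. On PC2, the mean score at t0 was -32.7 in SAN and -45.7 in atria, against 43.3 and 54.6 with vehicle. With CN03 it was -15.4 and -4.15, nearer to t0 than to vehicle. In SAN, the mean PC1 score was -57.9 ± 1.63 (SD, n = 4) at t0, -25.4 ± 4.36 with vehicle and 82.0 ± 2.19 with CN03. In atria it was -57.4 ± 1.38 at t0, -32.3 ± 3.22 with vehicle and 90.9 ± 4.02 with CN03, so that the shift with CN03 was larger than the spread between replicates in both tissues. Culture with vehicle also moved both tissues along PC1, by less than CN03 did. When each gene was scaled to unit variance, the share of PC1 was 42.9%.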

To validate that CN03 was functioning as anticipated, we examined genetic targets activated by RhoA (Yu et al., 2016; Yuan et al., 2018; Zhao et al., 2014) and noted that factors including *CCN1, CTGF, ANKRD1, ACTA2, ACTN1, ACTG2, ACTC1*, and *MYOM3* were upregulated in CN03-treated atrial and SAN samples (FIG4C). 

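The table lists CCN1 as CYR61 and CTGF as CCN2. With CN03, all 8 genes were higher than with vehicle in both tissues, each with an adjusted p under 0.05 from limma and with every CN03-treated pool above every vehicle-treated pool. The log2FC ranged from 1.78 (ACTC1) to 6.92 (ANKRD1) in SAN and from 1.97 (ACTC1) to 10.22 (ANKRD1) in atria, with a median of 3.77 in SAN and 4.86 in atria. ANKRD1 stood at 3.27 ± 0.267 (log2 expression, SD, n = 4) in freshly isolated SAN, 4.61 ± 0.276 with vehicle and 11.53 ± 0.201 with CN03. Its change with CN03 in SAN had a standard error of 0.268 and an adjusted p of 8.02e-16, or 3.33e-15 with the replicate number as a block. In atria, ANKRD1 rose from 1.99 ± 0.800 with vehicle to 12.21 ± 0.173 with CN03. CYR61 rose by 3.96 in SAN and CCN2 by 3.65, against 5.00 and 5.35 in atria. The muscle gene MYOM3 rose by 5.20 in SAN and 4.86 in atria. Culture alone raised CCN2 in SAN by 2.24 (adjusted p = 2.16e-08) and lowered ACTA2 by a log2FC of -1.10 (adjusted p = 8.3e-05).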

To confirm that placing tissue into culture for 14 hrs. did not fundamentally alter cell fates, we compared differentially expressed genes between freshly isolated SAN and atria and vehicle-treated samples. 

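Freshly isolated SAN and atria were compared gene by gene with limma. By the criterion in the legend of Fig. 4D, a log2FC above 1 in either direction and an unadjusted p under 0.05, 1228 genes differed between the tissues. Of these, 869 were higher in SAN (SAN-enriched genes) and 359 were higher in atria (atria-enriched genes). The split depended on the normalization, with 609 SAN-enriched and 517 atria-enriched genes after quantile normalization. At an adjusted p under 0.05, the same fold change limit gave 852 SAN-enriched and 356 atria-enriched genes. Same-numbered pools of freshly isolated SAN and atria deviated together with an r of 0.272 across genes, and with the replicate number as a block 1231 genes differed. A pseudocount of 1 added on the linear scale, which shrinks the fold changes of genes with low expression, left 786 genes. With no fold change limit, 4457 genes differed at an adjusted p under 0.05. Among the SAN-enriched genes, SHOX2 had a log2FC of 6.23 (standard error 0.269, adjusted p = 7.29e-14) and HCN4 a log2FC of 3.47 (standard error 0.192, adjusted p = 2.19e-12). Among the atria-enriched genes, BMP10 had a log2FC of -5.45 (standard error 0.319, adjusted p = 5.56e-12) and NPPA a log2FC of -4.75 (standard error 0.228, adjusted p = 2.22e-13).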

We identified 980 differentially expressed genes (Log2FC >1.0, p-value <0.5) between freshly isolated SAN and atria (sFIG4D, Table S4). Importantly, these genes were largely unchanged between freshly isolated (t=0) and vehicle-treated (t=14hrs) SAN and atrial tissue (Pearson correlation coefficients of r=0.86 and r=0.84, respectively), suggesting that the gene programs responsible for SAN and atrial functional differences were not generally disrupted by 14 hrs of culture (FIG4D).

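Across the 1228 genes that differed between freshly isolated SAN and atria, the mean log2 expression at t0 correlated with that of vehicle-treated tissue with a Pearson r of 0.857 in SAN and 0.860 in atria. These coefficients are across genes, which are not independent replicates. Between single same-numbered pools, r ranged from 0.831 to 0.856 in SAN and from 0.834 to 0.855 in atria. Over all genes of the table, the coefficient was 0.935 in SAN and 0.923 in atria. Between vehicle-treated and CN03-treated tissue, r over the same 1228 genes was 0.779 in SAN and 0.777 in atria. The log2FC of SAN over atria at t0 correlated with that in vehicle-treated tissue with an r of 0.807. Of the SAN-enriched genes, 536 were also differentially expressed between vehicle-treated SAN and atria, and of the atria-enriched genes 182. By the criterion of an adjusted p under 0.05 and a log2FC above 1 in either direction, culture with vehicle changed 1690 genes in SAN (995 higher, 695 lower) and 2380 genes in atria (1260 higher, 1120 lower). The share of higher genes was 58.9% in SAN and 52.9% in atria as deposited, against 51.4% and 48.2% after quantile normalization. With the replicate number as a block, the counts were 1694 and 2379. Same-numbered t0 and vehicle pools deviated together with an r of 0.0801 in SAN and 0.154 in atria. The median log2FC after culture was 0.12 in SAN and 0.53 in atria for the SAN-enriched genes, and 0.27 in SAN and -0.15 in atria for the atria-enriched genes. Because the genes were chosen on the same t0 libraries that serve as the baseline here, the choice alone moves these medians, upward for the SAN-enriched genes in atria and for the atria-enriched genes in SAN, and their p is not given.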

We next focused our analysis of the effects of RhoA activation on the genes that were differentially expressed between freshly isolated SAN and atria tissue, as these genesets likely reflect upstream regulatory processes that participate in establishing and/or maintaining the functional differences between these two tissue types. Importantly, our sequencing data revealed that 37.7% of all the genes enriched in freshly isolated SAN tissue over freshly isolated atria were downregulated by RhoA activation (FIG4E). 

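A gene was counted as lower when its log2FC was under -1 both for CN03 against vehicle and for CN03 against freshly isolated SAN, as in the legend of Fig. 4E. By this count, 333 of the 869 SAN-enriched genes (38.3%) were lower in CN03-treated SAN, 8.17% were higher by the same limits, and 53.5% were neither. Over all genes of the table, 12.6% were lower. Computed for each CN03-treated pool separately, the share of SAN-enriched genes lower ranged from 36.7% to 41.1% (SD 2.1 percentage points, n = 4). When CN03 was compared with vehicle only, the share was 48.3%, against 17.2% over all genes of the table. That comparison shares no library with the choice of the genes, although dropping a limit can only raise a share. The median log2FC of the SAN-enriched genes for CN03 against vehicle was -0.89, with 497 genes lower and 133 higher at an adjusted p under 0.05 from limma. As a set they were lower with an adjusted p of 7.99e-12 from fry, limma's rotation test for gene sets, and 1.27e-10 with the replicate number as a block. Same-numbered CN03-treated and vehicle-treated SAN pools deviated together with an r of 0.212. Random sets of genes matched on t0 expression also leaned lower, with a typical median log2FC of -0.19. The values are from whole tissue, so a change in the mix of cells cannot be told apart from regulation within cells. In atria, 20.5% of the SAN-enriched genes were lower with CN03 and 19.7% were higher. These shares use the atrial t0 libraries, in which the genes were chosen as low, so that a fall is harder to reach. Against vehicle only, 33.3% were lower and 22.9% were higher. As a set they fell in atria too, by a median log2FC of -0.31 (fry adjusted p = 0.000211).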

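Of the 359 genes enriched in freshly isolated atria, 88 (24.5%) had a log2FC under -1 in CN03-treated SAN against both vehicle and t0. Computed for each CN03-treated pool, the share ranged from 22.0% to 25.4% (SD 1.52 percentage points, n = 4), so that its distance from the share of SAN-enriched genes was larger than the spread between replicates. After quantile normalization between libraries the share was 13.2%, less than the share of atria-enriched genes that rose under the same normalization, so that the direction of this family depended on the scaling. Against vehicle only, 37.3% were lower. The median log2FC of the atria-enriched genes for CN03 against vehicle in SAN was -0.59 (fry adjusted p = 0.000213, or 0.000123 with the replicate number as a block), with 190 genes lower and 86 higher at an adjusted p under 0.05 from limma. In CN03-treated atria, 30.4% of the atria-enriched genes were lower and 10.9% were higher.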

For comparison, only 24.4% of atrial-enriched genes were down-regulated in the SAN following CN03 treatment (FIG3E). Indeed, when we specifically evaluated the top 100 SAN-enriched genes (freshly isolated SAN over freshly isolated atria) we noted that 64 of these genes were downregulated by CN03 when compared to vehicle (Log2FC > 0.6, pvalue < 0.05)(sFIG3E). 

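The top 100 genes were those with the largest log2FC of freshly isolated SAN over atria, the smallest of which was 3.19. Of these, 61 were lower in CN03-treated than in vehicle-treated SAN by the limits given, 14 were higher and 25 were neither. With the replicate number as a block the number lower was 60, and with each library left out in turn it stayed between 54 and 63. After quantile normalization it was 55. In atria, 33 of the 100 genes were lower with CN03 and 23 were higher.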

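The difference between SAN and atria was also followed across the 3 conditions. For the SAN-enriched genes, the median log2FC of SAN over atria was 1.57 at t0, the condition in which they were chosen, 1.22 with vehicle and 0.62 with CN03. With CN03, 50.8% of the vehicle difference was left, and 52.7% after quantile normalization. For the atria-enriched genes, the median was -1.40 at t0, -1.02 with vehicle and -0.93 with CN03, which left 91.2% of the vehicle difference. After quantile normalization, 68.6% was left. The shares after quantile normalization are for genes chosen anew from the normalized values. For genes chosen from the vehicle libraries, 56.7% was left for the atria-enriched and 42.5% for the SAN-enriched genes. That choice itself enlarges the vehicle difference. The CN03 response of the SAN-enriched genes differed between the tissues by a median log2FC of -0.60 (fry adjusted p = 1.23e-06), lower in SAN for 663 of the genes. With the replicate number as a block the adjusted p was 2.97e-06, and same-numbered CN03-treated SAN and atrial pools deviated together with an r of 0.189. At an adjusted p under 0.05 and a log2FC above 1 in either direction, 1370 genes differed between vehicle-treated SAN and atria (952 higher in SAN, 418 lower), and 983 between CN03-treated SAN and atria (477 higher, 506 lower).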

Collectively, these data demonstrated that a large percentage of the SAN genetic program was negatively impacted by RhoA activation.

Given the large transcriptional changes present between vehicle and CN03-treated samples, we evaluated the transcription factor expression across sample groups (sFIG3F,G). *SHOX2, ISL1, TBX3*, and *TBX18* are among the major transcription factors associated with CPC fate acquisition (Bakker et al., 2012; Blaschke et al., 2007; Christoffels et al., 2006; Espinoza-Lewis et al., 2009b; Hoogaars et al., 2007; Hu et al., 2014; Ionta et al., 2015; Kapoor et al., 2012; Liang et al., 2015; Mommersteeg et al., 2010; Sun et al., 2007; van Eif et al., 2019; Wiese et al., 2009). 

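In SAN, SHOX2 stood at 7.52 ± 0.608 (log2 expression, SD, n = 4) at t0, 8.27 ± 0.124 with vehicle and 6.31 ± 0.119 with CN03. Its log2FC for CN03 against vehicle was -1.96 (standard error 0.269, adjusted p = 7.56e-07 from limma, or 6.6e-08 with the replicate number as a block). The vehicle-treated SAN pool farthest from the others, replicate 1, lay at 8.09 against 8.31 to 8.35, still above every CN03-treated pool. TBX3 stood at 6.04 ± 0.495 at t0, 6.25 ± 0.117 with vehicle and 5.66 ± 0.0689 with CN03, a log2FC of -0.59 (standard error 0.149, adjusted p = 0.00114, or 0.000174 with the block). Against freshly isolated SAN, the log2FC of TBX3 with CN03 was -0.38 (adjusted p = 0.0238) and that of SHOX2 was -1.21 (adjusted p = 0.000309). TBX18 fell during culture already, from 9.24 ± 0.334 at t0 to 7.86 ± 0.444 with vehicle, and stood at 6.07 ± 0.528 with CN03, a further log2FC of -1.79 (standard error 0.244, adjusted p = 7.15e-07, or 2.42e-10 with the block). In atria, TBX18 changed by -1.80 with CN03, while TBX3 rose by 1.49 (adjusted p = 4.78e-09) and SHOX2 did not differ detectably (log2FC -0.17, adjusted p = 0.591). The difference in CN03 response between the tissues was -1.80 for SHOX2 (adjusted p = 0.00114), -2.08 for TBX3 (adjusted p = 2.72e-07) and 0.02 for TBX18 (adjusted p = 0.978).

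**Figure D1:**
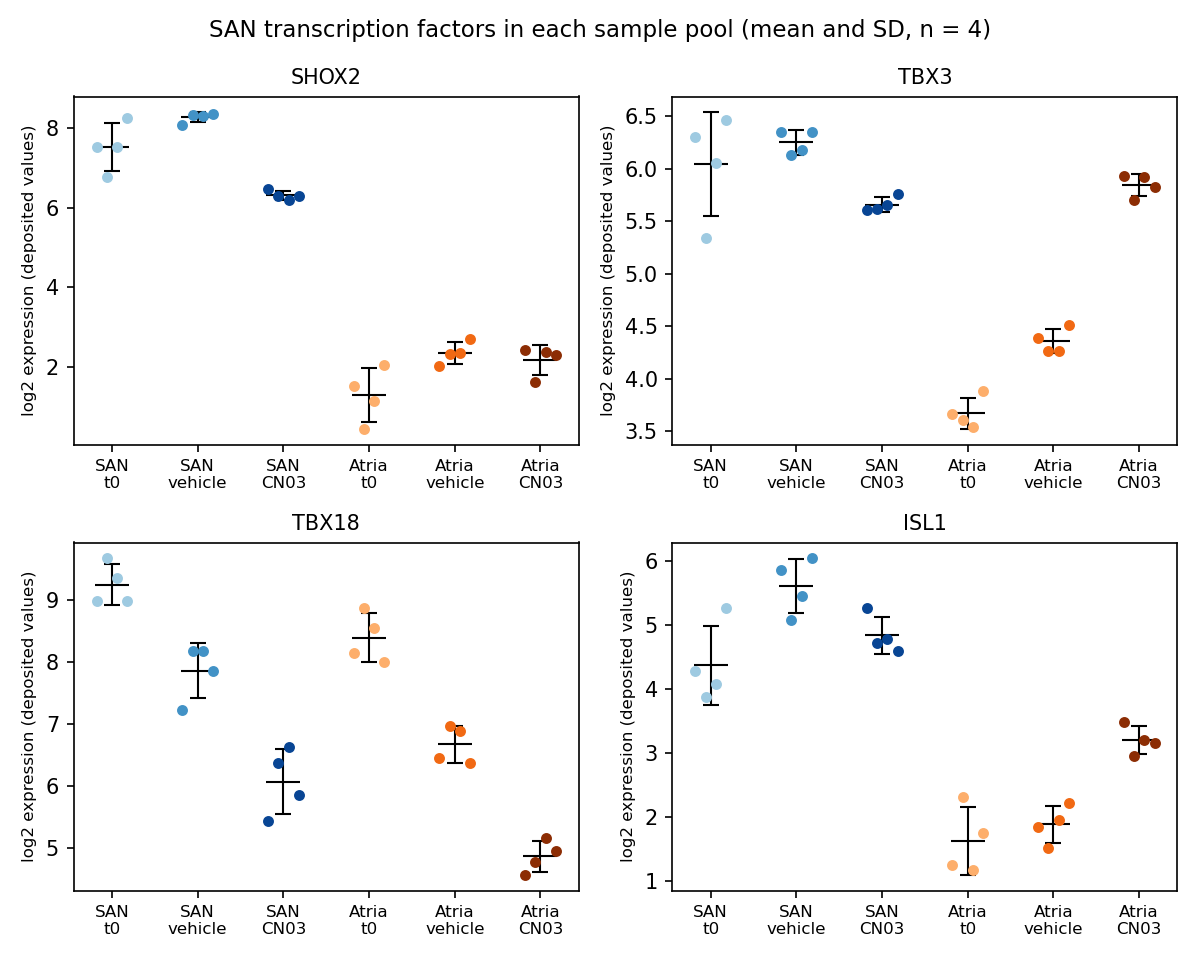
Log2 expression of SHOX2, TBX3, TBX18 and ISL1 in each of the 24 sample pools, by tissue and treatment. Points are single pools, and bars give the mean and SD of the 4 pools of a group. In SAN, the 4 CN03-treated pools lie below the 4 vehicle-treated pools for SHOX2, TBX3 and TBX18, while the ISL1 pools overlap; in atria, TBX3 and ISL1 are higher with CN03.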

Of these, *SHOX2, TBX3,* and *TBX18* were robustly downregulated by CN03 treatment (FIG4G, sFIG3F). *ISL1* showed an increase in expression following culture (vehicle-treatment over freshly isolated), however, this culture-induced increase in ISL1 expression was significantly suppressed by CN03 treatment (FIG4G, sFIG3F). 

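In SAN, ISL1 stood at 4.37 ± 0.615 (log2 expression, SD, n = 4) at t0, 5.61 ± 0.427 with vehicle and 4.83 ± 0.291 with CN03. The increase with culture was a log2FC of 1.24 (standard error 0.269, adjusted p = 0.000536, or 0.000353 with the replicate number as a block). The decrease from vehicle to CN03 was a log2FC of -0.77 (adjusted p = 0.0137, or 0.00995 with the block), and single pools of the 2 groups overlapped. Without replicate 4 of the vehicle-treated SAN the decrease was -0.63, with an adjusted p of 0.0564. In the fits that left out another library the adjusted p stayed under 0.05. Compared with freshly isolated SAN, ISL1 in CN03-treated SAN did not differ detectably (log2FC 0.47, adjusted p = 0.122). In atria, ISL1 rose with CN03 by a log2FC of 1.32 (adjusted p = 0.000132), from 1.89 ± 0.288 with vehicle to 3.21 ± 0.217.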

We further noted that a large proportion of the SAN-enriched transcription factors identified by comparing freshly isolated SAN to atria were also downregulated by CN03 (sFIG3F). These include *Gata4*, *Gata5*, *ID1*, as well as a collection of genes within the HOXAcluste*r (HOXA2, HOXA3, HOXA4, HOXA6, HOXA7)* and the HOXB cluster (*HOXB2, HOXB3, HOXB4, HOXB5*) (FIG4G, sFIG3F). 

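All 12 of these genes were higher in freshly isolated SAN than in atria, by a log2FC of 0.86 (GATA4) to 6.49 (HOXA4), 11 of them by more than 1. With CN03, 9 of the 12 were lower than with vehicle in SAN at an adjusted p under 0.05 from limma, whether adjusted over all genes or over this list alone, and also with the replicate number as a block. GATA4 had a log2FC of -1.37 (standard error 0.131, adjusted p = 2.71e-09), GATA5 of -1.43 (standard error 0.105, adjusted p = 3.04e-11) and ID1 of -1.25 (standard error 0.165, adjusted p = 4.32e-07). In atria, ID1 changed in the other direction, by 0.72 (adjusted p = 0.000451). Among the HOX genes, HOXB5 had a log2FC of -2.55 (adjusted p = 1.05e-05), HOXA2 of -1.76 (adjusted p = 8.22e-05), HOXB2 of -1.25 (adjusted p = 9.9e-06), HOXB4 of -1.18 (adjusted p = 0.000693) and HOXB3 of -1.17 (adjusted p = 4.68e-07). HOXA4 had a log2FC of -0.76 (adjusted p = 0.0289), which was no longer under 0.05 after quantile normalization (adjusted p = 0.0712). The adjusted p was 0.121 for HOXA3 (log2FC -0.50), 0.0852 for HOXA7 (log2FC -0.996) and 0.514 for HOXA6, whose log2FC of -0.40 became 0.36 after quantile normalization. Of the 15 HOXA and HOXB genes in the table, 8 were lower with CN03 in SAN and 1 was higher.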

Collectively, these data indicated that core transcription factor networks associated with pacemaker cell fate commitment were rapidly downregulated by RhoA activation.

To test if CPCs were becoming more atrial-like following RhoA stimulation, we evaluated changes in genes associated with atrial fate within our dataset. Notably, major atrial-enriched genes including *NPPA, BMP10, GJA1, SCN5a*, and *MYL10* were all induced in CPCs following CN03 treatment (FIG4H). However, when we evaluated gene expression changes across our entire dataset, we observed that only 13.0% of the total number of genes enriched in the freshly isolated atria over freshly isolated SAN were induced in the SAN by CN03 treatment. Furthermore, the major cardiogenic transcription factor known to be elevated in working myocardium over CPCs, *NKX2–5 (Bressan et al., 2013; Espinoza-Lewis et al., 2009a; Hoogaars et al., 2004; van der Maarel et al., 2023; Wiese et al., 2009)*was not induced by RhoA activation (FIG4H). These data suggest that the disruption of the SAN genetic program induced by CN03 was not the result of a more general conversion of CPCs to an atrial-like phenotype, but rather RhoA stimulation influenced the expression of specific subsets of genes.

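BMP10, MYL10 and NPPA were higher in freshly isolated atria than in SAN, and GJA1 did not differ detectably between them (log2FC 0.04, adjusted p = 0.874). NPPA in SAN stood at 5.75 ± 0.461 (log2 expression, SD, n = 4) at t0, 7.54 ± 0.436 with vehicle and 13.07 ± 0.416 with CN03. In freshly isolated atria it stood at 10.50 ± 0.284. The increase from vehicle to CN03 in SAN was a log2FC of 5.53 (standard error 0.228, adjusted p = 1.97e-15 from limma, or 5.19e-15 with the replicate number as a block). MYL10 rose by 3.00 (standard error 0.225, adjusted p = 4.25e-11, or 2.84e-11 with the block) and BMP10 by 1.75 (standard error 0.319, adjusted p = 3.57e-05, or 6.62e-06 with the block). These 4 genes were all higher with CN03 at an adjusted p under 0.05 and by a log2FC above 1. In CN03-treated atria, NPPA rose by 5.22 and MYL10 by 4.85, the latter more than in SAN by a log2FC difference of -1.84 (adjusted p = 0.000166).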

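Of the 359 atria-enriched genes, 48 (13.4%) had a log2FC above 1 in CN03-treated SAN against both vehicle and t0, and 62.1% were neither higher nor lower by these limits. For each CN03-treated pool separately the share ranged from 13.9% to 14.5% (SD 0.275 percentage points, n = 4). Over all genes of the table, 7.55% were higher. Quantile normalization between libraries moved the share most, to 21.9%, and comparison with vehicle only gave 16.4%. With the replicate number as a block, which changes neither the group means nor the log2FC, 359 genes were again atria-enriched and the share was the same.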

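NKX2-5 was higher in freshly isolated atria (7.18 ± 0.252, log2 expression, SD, n = 4) than in SAN (4.14 ± 0.68), a log2FC of SAN over atria of -3.04 (standard error 0.379, adjusted p = 9.46e-07 from limma). In SAN it rose with culture to 5.67 ± 0.439 (log2FC 1.53, adjusted p = 0.00178) and stood at 4.35 ± 1.09 with CN03. The log2FC for CN03 against vehicle was -1.32 (adjusted p = 0.0034, or 0.00139 with the replicate number as a block), although single pools of these groups overlapped. With each library left out in turn, this log2FC ranged from -1.73 to -0.87. Against freshly isolated SAN, NKX2-5 with CN03 did not differ detectably (log2FC 0.20, adjusted p = 0.637). One freshly isolated SAN pool, replicate 1, lay at 5.15, apart from 3.68 to 3.93 in the others. In atria, NKX2-5 changed by -0.94 with CN03 (adjusted p = 0.0302).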

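The response to CN03 was also compared between the tissues for every gene. At an adjusted p under 0.05 from limma, the log2FC for CN03 against vehicle differed between SAN and atria for 3371 genes, 1457 with a higher and 1914 with a lower value in SAN. With the replicate number as a block the number was 3983, and 1031 genes differed by a log2FC above 1 in the fit without it. Of these 1031 genes, 244 had a higher and 787 a lower value in SAN. Across all genes, the CN03 response in SAN correlated with that in atria with an r of 0.863, a coefficient across genes, which are not independent replicates. In opposite directions in SAN and atria, both at an adjusted p under 0.05, were 273 genes, of which 7 changed by more than 1 in each tissue. From the small share of atria-enriched genes that were induced and from the lack of NKX2-5 induction, the paper proposes that CN03 did not convert CPCs generally to an atrial-like phenotype but changed the expression of particular subsets of genes.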

### SAN ion channel program is negatively regulated by RhoA signaling.

To identify the specific genetic modules most heavily influenced by RhoA activation, we conducted K-means clustering of our RNA sequencing data. Herein, we identified groups of genes that demonstrated similar responses across our treatment groups. This analysis revealed 6 major gene clusters (FIG5A). Within these, clusters 1 and 4 represented genes that were downregulated in both atrial and SAN tissue following CN03 treatment. Conversely, cluster 3 represented genes that were upregulated by CN03 treatment. 

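K-means clustering with 6 clusters (50 random starts) was applied to the 5806 genes that were differentially expressed between treatments in either tissue or between the freshly isolated tissues, each scaled to a mean of 0 and an SD of 1 over the 24 libraries. A cluster was counted as lower with CN03 when its mean z-score fell by more than 0.5 from vehicle to CN03 in both SAN and atria. By this rule 3 clusters were lower, with 1359, 756 and 632 genes, together 47.3% of the clustered genes. The cluster of 1359 genes fell from a mean z-score of 0.508 with vehicle to -1.18 with CN03 in SAN, and from 0.496 to -1.23 in atria. In the cluster of 632 genes, which holds 480 of the SAN-enriched genes, the mean fell from 1.1 to -0.092 in SAN and from -0.216 to -0.878 in atria. After quantile normalization, the lower clusters held 36.8% of the clustered genes.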

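A single cluster of 1520 genes, 26.2% of the clustered genes, rose with CN03 in both tissues. Its mean z-score went from -0.496 with vehicle to 1.12 with CN03 in SAN, and from -0.908 to 1.14 in atria. At t0 the means were -0.382 in SAN and -0.472 in atria. The cluster holds 28 of the MRTF-SRF target genes and 14 of the YAP-TEAD target genes of the lists used here.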

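GO annotation was not used here, and ion channels were taken by gene symbol, with families such as KCN, SCN, CACNA, HCN, RYR, TRP and GJ. Among the 5806 clustered genes, which served as background, 170 were ion channels, and 100 of them lay in the 3 clusters that fell with CN03 in both tissues. Ion channels made up 3.64% of the genes in these clusters and 2.29% of the other clustered genes (odds ratio 1.61, two-sided Fisher's exact test, p = 0.00234, adjusted p = 0.00702 over 6 tests). Of the 75 genes with KCN, SCN, CACNA or HCN symbols, called voltage-gated channels here, 45 lay in these clusters. Their odds ratio was 1.68 (Fisher's exact test, p = 0.0355, adjusted p = 0.0532), which is not under 0.05 after adjustment. The symbols also take in channels and subunits that are not gated by voltage, such as those of the KCNJ and KCNK families. Genes are not independent replicates, so these tests describe the composition of the clusters.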

Using GO term analysis, we identified that genes downregulated by CN03 (clusters 1+4) were largely involved in ion transport and voltage-gated channel activity (FIG5B). In contrast, GO terms associated with striated muscle tissue development, myofibril formation, contractile fiber formation, and sarcomere formation were enriched by CN03 treatment (cluster 3)(FIG5C). 

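In place of the GO terms, a list of sarcomere and myofibril genes was used, written before the values were seen. It shares members with the list of MRTF-SRF targets, among them ACTA2, ACTG2, ANKRD1, MYL9, TAGLN and TPM1. Results on these lists are therefore not independent. Among the clustered genes, 28 of the 55 on this list lay in the cluster that rose with CN03 in both tissues. They made up 1.84% of that cluster and 0.63% of the other clustered genes (odds ratio 2.96, two-sided Fisher's exact test, p = 8.31e-05, adjusted p = 0.000499). Of all 67 genes of the list in the table, 35 were higher and 22 lower with CN03 in SAN at an adjusted p under 0.05 from limma, with a median log2FC of 0.36. The set rose with an adjusted p of 6.32e-08 from fry, and 1.48e-07 with the replicate number as a block. With camera, which compares the set with all other genes, the set did not pass 0.05 in SAN. In atria the median log2FC was 0.85 (fry adjusted p = 8.81e-12), with 39 genes higher and 13 lower. The response was smaller in SAN than in atria by a median log2FC of -0.35 (fry adjusted p = 0.000293).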

Based on the abundance of GO terms associated with voltage-gated ion channel activity and the severe changes in action potential kinetics we noted among SANs treated with CN03, we bioinformatically isolated all of the differentially expressed ion channels between freshly isolated SAN and atria and packaged them into a custom geneset (FIG5D, Table S4). We then performed Gene Set Enrichment Analysis (GSEA)(Subramanian et al., 2005) on sequencing data collected from atria and SAN tissue treated with vehicle or CN03. 

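The set used here held the 73 ion channel genes, chosen by gene symbol, that differed between freshly isolated SAN and atria, 50 of them higher in SAN at an adjusted p under 0.05. For CN03 against vehicle in SAN, their median log2FC was -1.19, with 48 genes lower and 10 higher at an adjusted p under 0.05 from limma. In atria it was -0.56, with 32 genes lower and 12 higher. The set was lower with an adjusted p of 2.52e-11 in SAN and 2.69e-09 in atria from fry, or 8.83e-10 and 7.4e-08 with the replicate number as a block. Same-numbered CN03-treated and vehicle-treated atrial pools deviated together with an r of 0.266. After quantile normalization the median was -0.58 in SAN and -0.10 in atria, still lower in both. With camera, which compares the set with all other genes, the set in SAN had a p under 0.05 but the set in atria did not. Random sets matched on t0 expression had a typical median log2FC of -0.31 in SAN and -0.07 in atria. Culture with vehicle left the median of the set at -0.02 in SAN (fry adjusted p = 0.173) and raised it to 0.22 in atria (fry adjusted p = 0.000392).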

Overwhelmingly, ion channels within this gene set were positively correlated with vehicle treatment and negatively correlated with CN03 treatment in both atrial and SAN tissue (FIG5E). These data demonstrate that the composition of the ion channels expressed by these tissues is highly sensitive to RhoA signaling. Furthermore, this sensitivity is universal, occurring in both SAN and atrial tissue (FIG5C, sFIG4A,B), suggesting that the influence RhoA has on ion channel expression is not dependent on tissue lineage.

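The difference in the CN03 response of these 73 channels between the tissues was tested directly. The response was lower in SAN than in atria by a median log2FC of -0.37 (fry adjusted p = 0.0286, or 0.044 with the replicate number as a block). Single genes differed between the tissues at an adjusted p under 0.05 for 17 of the channels, 12 with a lower and 5 with a higher value in SAN. Over all 216 ion channel genes of the table, the median log2FC with CN03 was -0.56 in SAN and -0.34 in atria. Over the 90 genes with KCN, SCN, CACNA or HCN symbols it was -0.66 in SAN and -0.45 in atria.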

We next expanded our expression analysis to include a manually annotated list of ion channels, pumps, and gap junctional proteins (FIG5C, Table S4). These genes were not exclusively chosen for analysis based on differential expression between atria and SAN, but were selected because they encode channels known to participate in pacemaker vs atrial electrical activity and/or mechanically-activated ion currents (FIG5D). Among these channels, we observed a significant number of ion currents associated with the pacemaker action potential that were downregulated. 

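Of 14 channel and calcium-handling genes examined, 12 were lower in CN03-treated than in vehicle-treated SAN at an adjusted p under 0.05 from limma, adjusted over all genes or over the list alone, and also with the replicate number as a block. Of these 12, 8 changed by a log2FC below -1, and none of the 14 was higher as deposited, while after quantile normalization the log2FC of HCN2 was 0.49 and that of KCNJ4 was 0.38, both with an adjusted p above 0.05. HCN4 stood at 6.17 ± 0.0853 (log2 expression, SD, n = 4) at t0, 6.09 ± 0.235 with vehicle and 3.58 ± 0.309 with CN03, a log2FC of -2.52 (standard error 0.192, adjusted p = 5.79e-11, or 4.39e-10 with the block). HCN2 did not differ detectably (log2FC -0.23, adjusted p = 0.496). Among the calcium channels, CACNA1D had a log2FC of -2.39 (adjusted p = 4.51e-08), CACNA1G of -1.68 (adjusted p = 3.46e-08) and CACNA1H of -0.42 (adjusted p = 0.0375), the last not under 0.05 after quantile normalization (adjusted p = 0.222) or median centring (adjusted p = 0.058). RYR2 had a log2FC of -1.01 (adjusted p = 3.06e-05) and ATP2A2 of -1.26 (adjusted p = 3.3e-07). Among the potassium channels, KCNJ8 had a log2FC of -2.39 (adjusted p = 1.26e-11), KCNH2 of -1.78 (adjusted p = 4.06e-10), KCNJ3 of -1.68 (adjusted p = 1.58e-05), KCNJ2 of -0.98 (adjusted p = 1.13e-05), KCNJ5 of -0.87 (adjusted p = 3.52e-05) and KCNQ1 of -0.83 (adjusted p = 2.11e-07). KCNJ4 had a log2FC of -0.64 (adjusted p = 0.153). Culture with vehicle had raised 5 of the 14 genes, among them KCNJ3 by 1.54 and KCNJ2 by 1.01, and had lowered 1, CACNA1G (log2FC -1.28, adjusted p = 5.73e-06). Against freshly isolated SAN, 8 of the 14 were lower with CN03 at an adjusted p under 0.05, and KCNJ3 (log2FC -0.14), KCNJ5 (-0.18) and KCNJ2 (0.03) did not differ detectably.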

Specifically, *HCN1, HCN2, HCN4,* which carry the pacemaker funny current, *CACNA1D, CACNA1H,* which carry the L-type Calcium current, *CACNA1G,* which carries T-type calcium current, *RYR2, ATP2A2,* which are required for the CPC calcium clock cycling, and *KCNJ3, KCNJ5, KCNH2, KCNJ4, KCNJ2, KCNQ1*, and *KCNJ8* which are involved in repolarization were all coordinately downregulated by RhoA activation with in SAN (FIG5D,E) (cardiac pacemaker currents are reviewed in (Aziz et al., 2018; DiFrancesco, 1993; Lakatta et al., 2010; Maltsev and Lakatta, 2012; Tsutsui et al., 2018)). 

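In CN03-treated atria, 9 of the same 14 genes were lower than with vehicle at an adjusted p under 0.05 from limma, and 2 were higher. HCN4 had a log2FC of -1.82 (adjusted p = 1.11e-08), KCNJ5 of -2.62 (adjusted p = 6.11e-13) and KCNJ3 of -2.34 (adjusted p = 1.19e-07). The genes that were higher were KCNJ2, by 0.53 (adjusted p = 0.00572), and KCNQ1, by 0.45 (adjusted p = 0.000579). The difference in response between SAN and atria was -1.51 for KCNJ2 (adjusted p = 4.44e-05), -1.28 for KCNQ1 (adjusted p = 1.67e-06) and 1.75 for KCNJ5 (adjusted p = 5.72e-06). Of 45 channels of Fig. 5D examined, 23 were lower and 9 higher in CN03-treated atria, against 27 lower and 10 higher in SAN.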

As noted above, many of the channels were also downregulated in atrial tissue following CN03 treatment (sFIG4C,D). In addition, several factors associated with atrial electrical activity including the sodium channel *SCN5A* and gap junction GJA1 were induced in the SAN by RhoA stimulation, suggesting that functional markers that delineate SAN from atria are dynamically regulated by RhoA signaling. 

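GJA1 in SAN stood at 5.62 ± 0.325 (log2 expression, SD, n = 4) at t0, 5.39 ± 0.359 with vehicle and 7.19 ± 0.194 with CN03. Its log2FC for CN03 against vehicle was 1.80 (standard error 0.175, adjusted p = 3.27e-09 from limma, or 1.84e-09 with the replicate number as a block), and every CN03-treated pool lay above every vehicle-treated pool. In atria, GJA1 rose by 2.89 (adjusted p = 6.22e-13), more than in SAN by a log2FC difference of -1.09.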

To validate these findings, we conducted RNAscope-based fluorescent *in situ* hybridization on SAN tissue preparations that had been treated either with vehicle or 0.25ug/mL CN03 for 14 hrs. In agreement with our RNA sequencing data, RNAscope confirmed that *HCN4* transcript levels were decreased and GJA1 transcript levels were increased by CN03 treatment (sFIG4E,F). Collectively, these data demonstrate that RhoA is a potent negative regulator of CPC fate, deactivating entire classes of genes that functionally discriminate the SAN from the working myocardium.

### RhoA Signaling activates classical mechanosensitive transcriptional regulators in the myocardium.

RhoA is a master regulator of mechnotransduction in a wide variety of cell types (Lessey et al., 2012; Ohashi et al., 2017). RhoA also acts downstream of G protein-coupled receptor activity and oxidative stress in the heart(Miyamoto, 2024). We therefore evaluated our RNA sequencing data to predict the potential pathways highly activated in CPCs following RhoA stimulation. We used Ingenuity Pathway Analysis to generate an unbiased ranking of altered transcription factor activity based on the all the differentially expressed genes affected by CN03 treatment. Herein, we noted a clear molecular profile consistent with activated mechnotransduction. More specifically, YAP1, MRTFA, MRTFB, and SRF were each among the top ten transcription factors predicted to be activated by CN03 in the myocardium (FIG6A,B, Table S5). 

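Upstream regulators were not predicted here, and lists of YAP-TEAD and MRTF-SRF target genes, written before the values were seen, were tested in their place. In SAN, the 41 MRTF-SRF targets had a median log2FC of 1.55 for CN03 against vehicle, with 36 genes higher and 2 lower at an adjusted p under 0.05 from limma (fry adjusted p of the set = 3.78e-15, or 3.26e-14 with the replicate number as a block). The 26 YAP-TEAD targets had a median log2FC of 1.05, with 17 genes higher and 4 lower (fry adjusted p = 1.09e-10, or 3.26e-14 with the block). In atria, the median log2FC was 1.67 for the MRTF-SRF targets (fry adjusted p = 9e-17) and 1.38 for the YAP-TEAD targets (fry adjusted p = 2.81e-13), with 35 and 21 genes higher. With camera, which compares a set with all other genes, the YAP-TEAD targets in SAN did not pass 0.05, while the MRTF-SRF targets did. Both sets include CYR61, CCN2 and ANKRD1. The transcript of SRF itself rose in SAN by a log2FC of 0.81 (adjusted p = 9.77e-08) and that of MRTFA, listed as MKL1, by 0.96 (adjusted p = 3.16e-05). MRTFB, listed as MKL2, did not differ detectably (log2FC -0.03, adjusted p = 0.892), nor did YAP1 (log2FC 0.13, adjusted p = 0.145). Against freshly isolated SAN, the log2FC with CN03 was 0.58 for SRF (adjusted p = 1e-05) and 0.26 for MRTFA (adjusted p = 0.181, or 0.00443 with the block). In atria, SRF rose by 0.90, MRTFA by 0.91 and YAP1 by 0.18 (adjusted p = 0.0347). MRTFB was lower in CN03-treated atria (log2FC -0.77, adjusted p = 0.00149).

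**Figure D2:**
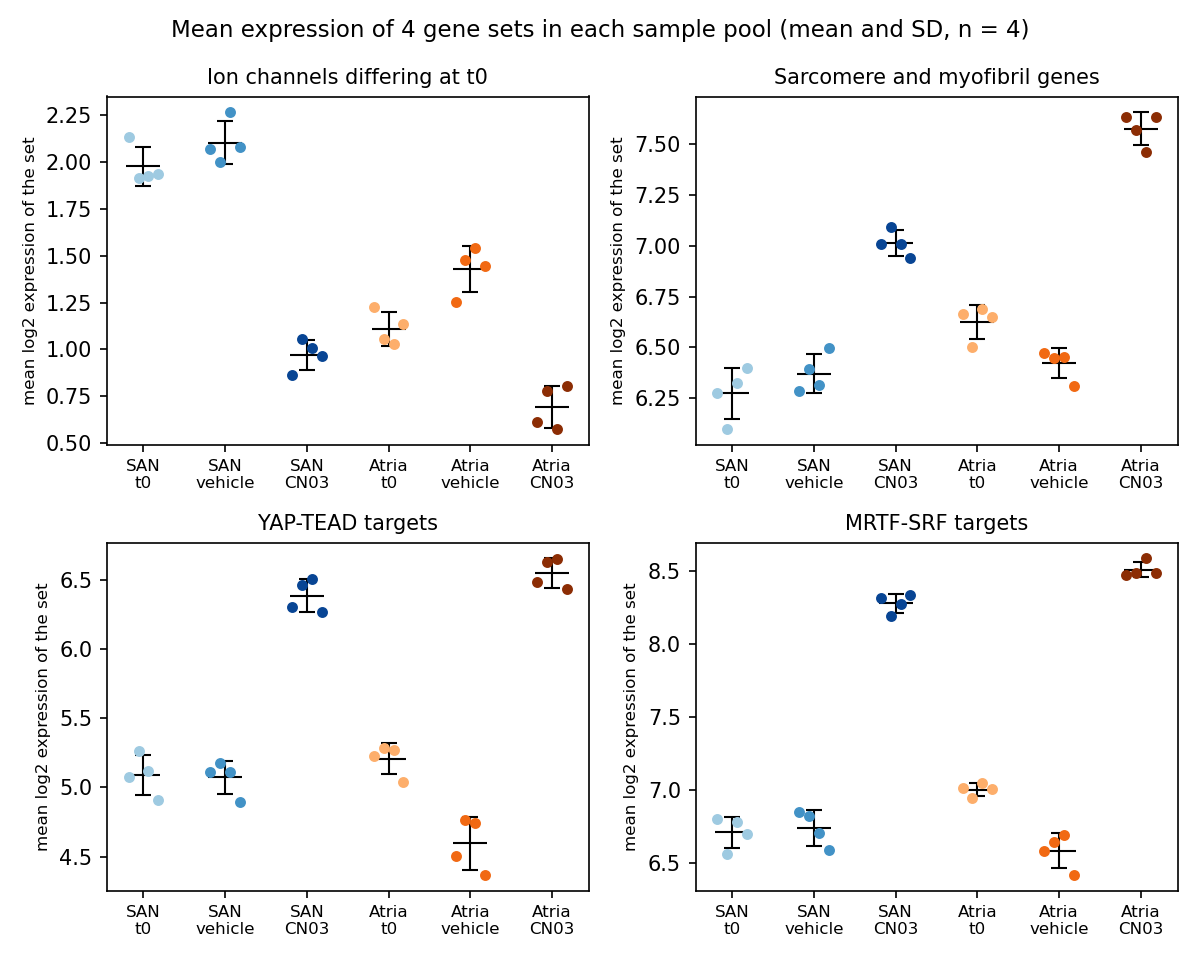
Mean log2 expression of 4 gene sets in each of the 24 sample pools, by tissue and treatment: ion channels that differ between freshly isolated SAN and atria, sarcomere and myofibril genes, YAP-TEAD targets and MRTF-SRF targets. Points are single pools, and bars give the mean and SD of the 4 pools of a group. In both tissues, the CN03-treated pools lie below the vehicle-treated pools for the ion channels and above them for the other 3 sets. Those 3 sets share genes, so they are not independent.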

YAP1 is a well-described mechanostransduction-sensitive transcription factor that moves to the nucleus during periods of increased cellular strain where it interacts with TEAD transcriptional co-regulators to alter gene expression(Dupont et al., 2011; Halder et al., 2012; Panciera et al., 2017; Totaro et al., 2018). 

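The table lists TEAD1, TEAD3 and TEAD4 but no TEAD2. With CN03, the TEAD1 transcript rose in SAN by a log2FC of 1.21 (standard error 0.22, adjusted p = 3.62e-05 from limma, or 8.68e-07 with the replicate number as a block) and in atria by 1.34 (adjusted p = 8.57e-06). In SAN, TEAD3 had a log2FC of 0.17 (adjusted p = 0.0657, or 0.0285 with the block) and TEAD4 one of 0.05 (adjusted p = 0.635, or 0.556 with the block). In atria, TEAD4 rose by 0.85 (adjusted p = 2.65e-08), a difference in response between the tissues of -0.80 (adjusted p = 0.000125).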

Of note, TEAD2, TEAD3, and TEAD4 were also predicted to be activated based on our sequencing data sets (FIG6A,B, Table S5). Similarly, MRTFs respond to actin dynamics. High levels of F-actin during cytoskeletal elaboration and stiffening allow for MRTFA/B nuclear trafficking, where they co-regulate SRF(McGee et al., 2011; Miralles et al., 2003; Montel et al., 2019). SRF, in turn, controls the expression of the myofibril and cytoskeletal gene program (Cenik et al., 2016; Deshpande et al., 2022; Guo et al., 2018; Yuxuan Guo 2019).

To validate these bioinformatic predictions, we treated SAN tissue preparations with vehicle or CN03 for 14 hrs. and examined YAP1 and MRTFA localization. Following treatment with CN03, immunohistochemical staining for YAP1 demonstrated significant increase in nuclear intensity compared to vehicle controls (FIG6E–G). Consistent with these findings, we also observed a significant increase in MRTFA nuclear localization following CN03 treatment. Due to a lack of a validated antibody for MRTFA/B in the chick, we evaluated activation of this pathway using an MRTFA-eGFP fusion protein. We overexpressed MRTFA-eGFP in the developing heart using *in vivo* transfection (Goudy et al., 2019) and then isolated SAN tissue preparations and treated them with CN03 for 14 hrs. Quantification of MRTFA-eGFP intensity revealed a 2.1 fold increase in nuclear localization in CN03-treated samples when compared to vehicle (FIG6H–J). Collectively, these data confirmed that pharmacological activation of RhoA signaling in the myocardium was sufficient to induce nuclear accumulation of transcription factors associated with mechanically stimulated changes in gene expression.

### Suppression of cellular strain response is required to maintain the CPC phenotype.

The above findings strongly implicate RhoA signaling as a negative regulator of CPC functional patterning. These findings suggest that RhoA-mediated mechano-signaling should be natively inactive for normal SAN development to occur. To test this, we initially evaluated the expression of SRF, MRTFA, MRTFB, YAP1, TEAD1, TEAD3, and TEAD4 in our RNA sequencing and proteomic data sets to determine whether any of these factors were downregulated in the SAN vs the working myocardium. However, we noted no differential expression, either at the transcript or protein level, of any of these factors between SAN and atria (using Log2 fold change cut-offs of 0.6 and p-values of 0.05) (FIG7A). Therefore, we next examined activation of these factors. 

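In the RNA sequencing data, 0 of the 7 factors passed the limits of a log2FC above 0.6 in either direction and an unadjusted p under 0.05 between freshly isolated SAN and atria, with or without the replicate number as a block. The largest difference was that of TEAD4, with a log2FC of SAN over atria of -0.56 (standard error 0.0944, adjusted p = 5.58e-05 from limma, or 7.82e-06 with the block). The log2FC was -0.32 for SRF (adjusted p = 0.0111), -0.30 for TEAD3 (adjusted p = 0.00547) and 0.29 for YAP1 (adjusted p = 0.00468). MRTFA, listed as MKL1, had a log2FC of 0.35 (adjusted p = 0.128, or 0.0012 with the block), MRTFB, listed as MKL2, one of -0.27 (adjusted p = 0.309) and TEAD1 one of -0.11 (adjusted p = 0.739). At an adjusted p under 0.05 without a fold change limit, SRF, TEAD3 and TEAD4 were thus lower and YAP1 higher in SAN. Of the target genes, the MRTF-SRF set was lower in freshly isolated SAN than in atria by a median log2FC of -0.16 (fry adjusted p = 4.53e-05), and the YAP-TEAD set by -0.10 (fry adjusted p = 0.237, or 0.00709 with the block).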

The ratio of F-actin to G-actin determines MRTFA/B localization and co-regulates SRF function(Miralles et al., 2003). Importantly, when we examined F-actin levels via phalloidin staining, we noted that F-actin was markedly lower in the SAN compared to the atria(FIG7B). Indeed, a clearly defined border of F-actin intensity was detected at the SAN/atrial junction. This border exactly corresponded with the transition point at which the SAN functional marker *HCN4* went from low expression in the atrial myocardium to high expression in the SAN (FIG7C,D). We further confirmed the lower levels of F-actin content in the SAN using transmission electron microscopy (FIG7E) and by quantifying phalloidin staining intensity across 6 biological replicates (FIG7F,G). This revealed that F-actin was significantly reduced in the SAN.

We next examined the localization of YAP1 in the SAN at two developmental stages. At E6 (HH30), when the embryonic SAN is fully functional but undergoing significant cellular remodeling (Henley et al., 2023), YAP1 nuclear intensity was significantly lower in the *HCN4*-positive SAN when compared to the adjacent atrial myocardium (FIG7H–K). Consistent with these findings, at E12 (HH38), following the completion of SAN morphogenesis (Henley et al., 2023), YAP1 nuclear accumulation remained significantly higher in the atria than the SAN (FIG7H–K). These data demonstrate that the *HCN4*+ CPC myocardium has far lower F-actin content and YAP1 nuclear localization than the atria.

Importantly, the above data are highly consistent with our previous findings demonstrating that the embryonic SAN is far more mechanically compliant than the working myocardium (Henley et al., 2023; Thomas et al., 2021)and collectively suggest that cellular strain is an important determinant of SAN patterning. Therefore, we tested whether increasing mechanical stress was sufficient to phenocopy RhoA pharmacological activation. For these studies, we isolated and cultured primary embryonic CPCs on polyacrylamide hydrogels of increasing stiffness. When CPCs were cultured on hydrogels of ~200Pa, equivalent to the passive stiffness of the E6 SAN (Henley et al., 2023), we noted extremely low levels of both F-actin and nuclear YAP1. However, increasing hydrogel stiffness to ~2,700Pa, equivalent to the passive stiffness of the E6 atria (Henley et al., 2023), or above, resulted a dose-dependent increase in YAP1 nuclear localization and extensive F-actin elaboration (FIG7L,M). We next tested how cellular strain impacted gene regulation by scoring *HCN4* expression across a range of substrate stiffnesses. Here, we plated primary embryonic CPCs on hydrogels of 200Pa or 50,000Pa and monitored *HCN4* expression using RNAscope. This analysis demonstrated that *HCN4* transcript was 70.0% lower on stiff 50,000Pa hydrogels compared to compliant 200Pa hydrogels (FIG7N,O). Of note, treating CPCs on soft 200Pa hydrogels with 0.25ug/ml CN03 decreased *HCN4* expression to levels consistent with those observed on 50,000Pa hydrogels (FIG7N,O). In addition, we treated CPCs on 50,000Pa hydrogels with the actin de-polymerization antagonist, Latrunculin B. Importantly, on 50,000Pa hydrogels, Latrunculin B fully rescued *HCN4* expression to levels consistent with soft hydrogels (FIG7N,O). Collectively, these data demonstrate that the forming SAN displays a molecular signature consistent with low mechanical stimulation. Furthermore, these data indicate that increasing substrate stiffness is sufficient to disrupt the CPC molecular phenotype and that this disruption can be rescued by pharmacologically targeting pathways activated by cellular strain.

## DISCUSSION

The ionic mechanisms that control cardiac pacemaking have long been of interest, yet the upstream cellular events that control the acquisition and maintenance of the CPC lineage have remained poorly understood. Here, we have identified that biomechanical isolation of CPCs serves as a major regulatory event that controls large portions of the SAN gene program. Indeed, our findings demonstrate that the activation of a single mechanosensitive signaling cascade leads to rapid and severe dysregulation of SAN electrical impulse initiation. Of note, our current findings are highly consistent with our previous studies that demonstrate CPCs uniquely disassemble their force-generating cell-cell junctions during cardiac development (Thomas et al., 2021) and that the SAN requires the formation of a relatively soft local extracellular matrix (Henley et al., 2023). Expanding on these previous findings, our current study demonstrates that suppression of cellular strain responses is required to sustain expression of large numbers of transcriptional regulators, ion channels, and structural genes needed for SAN activity. These findings have significant ramifications, indicating that cellular mechanics are a principal determinant of SAN patterning and emphasize that mechanical stimulation should be a primary design consideration as future bioengineering techniques advance towards the creation of cellular-based pacemakers for *in vivo* clinical use (Cingolani, 2015; Cingolani et al., 2018; Komosa et al., 2021; Miake et al., 2002; Vedantham, 2015).

Previous work has suggested that a collection of transcriptional regulators including ISL1, SHOX2, TBX3, and TBX18, function to suppress the maturation of CPCs, leaving these cells in a more juvenile or less well-developed cardiomyocyte state (Christoffels et al., 2010; Liang et al., 2017). Our current study adds to this model by demonstrating that maintenance of these transcription factors, as well as a host of other SAN-enriched transcription regulators, requires low levels of RhoA activation. These findings further indicate that expression of the SAN transcriptional network is fairly plastic and can be dynamically modulated by local mechanical stimuli.

Of particular note, hallmark features of the CPC phenotype, and a primary reason why these cells are often referred to as juvenile, is that these cells contain few sarcomeres and generally lack mature intercalated discs(Miyamoto et al., 2002; Opthof et al., 1987; Shimada et al., 2004). Our proteomic evaluation of the developing SAN largely captured these features, indicating that proteins related to striated muscle myosin thick filament, M band, filamentous actin, A band, I band, sarcomere, Z disc, and adherens junction formation were all significantly downregulated in the SAN when compared with the atrial and ventricular myocardium (FIG2A). Importantly, our proteomic analysis also established that multiple factors associated with Rho GTPase cycling were significantly downregulated during formation of SAN, and our RNA sequencing demonstrated that ectopic activation of RhoA within CPCs leads to the upregulation of genes associated with GO terms including muscle contraction, myofibril formation, contractile fiber formation, and sarcomere formation (FIG5B). Collectively, these data indicate that the establishment of cellular features that have historically been used to define the CPC lineage are directly regulated by Rho signaling tone. Herein, we would also note that the vast majority of differentially expressed Rho regulatory factors identified in this study were not altered at the transcript level. This is the likely reason that previous RNA sequencing approaches have not identified the Rho signaling pathway as critical for SAN formation - highlighting the utility of a proteomics-based approach.

Given current literature, the link between RhoA activation and cytoskeletal gene upregulation is not overly surprising (Arai et al., 2002; Burridge and Chrzanowska-Wodnicka, 1996; Mack et al., 2001; Sotiropoulos et al., 1999). However, our data demonstrate a strong negative impact on SAN physiological function following stimulation with CN03. Consistent with this physiological disruption, CN03 treatment resulted in the broad downregulation of ion channels required for CPC electrical oscillation. These data suggest that the core ion channel program that encodes the capacity for rhythmic electrical oscillation in the heart is mechanosensitive. Thus, our data highlight an integrative mechanism of ion channel regulation in the heart, whereby factors responsible for initiating electrical impulses would be inactivated in mechanically strained areas of the working myocardium, and specifically confined to regions of low force generation such as the SAN. Therefore, under normal conditions, basic tissue mechanics would help suppress the activation of ectopic and potentially arrhythmogenic electrical impulses in the working myocardium by locally suppressing the expression of the genes responsible for pacemaking.

Additionally, our data would predict that alterations to SAN tissue mechanics over the life span of an organism should lead to CPC failure. Here, we would emphasize that SAN dysfunction is extremely prevalent in humans, affecting ~1:600 adults over the age of 60 (Jensen et al., 2014). While our current mechanistic understanding of SAN pathophysiology is limited, fibrotic remodeling, which would be predicted to stiffen the SAN, has long been associated with pacemaker-related disease (Csepe et al., 2015; Ho and Sánchez-Quintana, 2016; Shiraishi et al., 1992). Using a developmental system, our data have now uncovered a large number of mechanosensitive regulatory factors that may represent novel candidate pathways for SAN-disease modeling. Indeed, our data strongly agree with previous work that demonstrates overexpression of RhoA across the entire adult mouse heart results in specific defects in heart rate regulation (Sah et al., 1999), and that constitutively activated YAP1 in the cardiac conduction system caused pacemaker-related arrhythmias (Zheng et al., 2022). Adding to these previous reports, our RhoA stimulation studies demonstrate that much of the SAN genetic program is not fixed via cell fate decisions but responds and adapts dynamically to mechanosensitive signaling pathways. Thus, our data provide a mechanistic framework linking the developmental mechanisms that establish CPC functional maturation to conditions that should cause SAN failure in adults. Importantly, our data also demonstrate that SAN-enriched genes, such as *HCN4*, can be reactivated, even under conditions of high mechanical load, by chemically disrupting intracellular actin-dynamics. These findings suggest that pharmacological approaches targeting specific components of the cell strain response machinery may serve to prevent or reverse SAN dysfunction, leading to novel potential treatment strategies for human arrhythmogenesis.

## MATERIALS and METHODS

### Experimental Model and Study Participants Details

Fertilized chicken eggs were obtained from Allen Harim Hatchery. Upon arrival, eggs were placed at 16C until ready for use. Eggs were then placed in a humidified incubator (Hova-Bator, Genesis, 1588) until the desired developmental Hamburger-Hamiliton Stage. All procedures were approved by the University of North Carolina’s American Association for Accreditation of Laboratory of Animal Care Committee.

### Method Details

#### Liquid Chromatography-Based Tandem Mass Spectrometry

##### Protein Isolation

SAN, atrial, and ventricular tissues were collected, snap-frozen in liquid nitrogen, and stored at −80 °C until use. A sequential extraction protocol was employed to fractionate soluble and insoluble proteins with modifications(Barallobre-Barreiro et al., 2013; Barallobre-Barreiro et al., 2021). To ensure comparable extraction efficiency, atrial and ventricular tissues were finely minced with sterile surgical scissors and homogenized using a disposable pestle until fragments were reduced to a size comparable to SAN.

Homogenized atrial, ventricular, and SAN tissues were immersed in ice-cold PBS supplemented with protease and phosphatase inhibitors and 25 mM EDTA, rotated at 4 °C for 5 min, and centrifuged at 15,000 × g for 1 min at 4 °C. The supernatant was discarded. This wash step was repeated four times to remove plasma contaminants. Following the final wash, tissues were resuspended in 0.5 mL NaCl extraction buffer (0.5 M NaCl, 10 mM Tris-HCl, pH 7.5, protease and phosphatase inhibitors, and 25 mM EDTA), transferred to a new tube, and gently rotated (~25 rpm) for 3 h at room temperature. Samples were then centrifuged at 18,000 × g for 10 min at 4 °C, and the supernatant (SN-1) was collected and stored at −80 °C.

The remaining pellets were briefly washed with 1 mL NaCl extraction buffer and 1 mL ddH_2_O, and the supernatants were discarded. 0.5 mL high-salt buffer (50 mM Tris-HCl, 3 M NaCl, 25 mM EDTA, 0.25% (w/v) CHAPS, pH 7.5, protease and phosphatase inhibitors) was added, and samples were rotated at 4 °C for 5 min, followed by centrifugation at 18,000 × g for 20 min at 4 °C. The supernatant (SN-2) was collected and stored at −80 °C. Tissue pellets were then washed briefly with ddH_2_O, and 0.5 mL freshly prepared guanidine extraction buffer (6 M guanidine-HCl, pH 9.0) was added. Samples were vortexed with a TOMY shaker for 1 h at room temperature and centrifuged at 18,000 × g for 20 min at 4 °C. The supernatant (SN-3) was collected and stored at −80 °C. Fractions SN-1, SN-2, and SN-3 were combined and designated as the soluble fraction.

The remaining insoluble pellets were washed sequentially with 1 mL 1% Triton X-100 buffer (supplemented with protease and phosphatase inhibitors and 25 mM EDTA) for 30 min at room temperature and 1 mL ddH_2_O for 10 min, repeated three times. Samples were centrifuged at 4 °C for 5 min after each wash, and supernatants were discarded. Following the final wash, pellets were resuspended in 0.25 mL guanidine extraction buffer (4 M guanidine-HCl, 50 mM sodium acetate, 25 mM EDTA, protease and phosphatase inhibitors, pH 5.8) and shaken vigorously at room temperature for 72 h using a TOMY shaker. Samples were then heated at 95 °C for 5 min and sonicated for 15 seconds using a Microplate Horn System with chiller (QSONICA). The heat and sonication cycle was repeated three times. Samples were centrifuged at 18,000 × g for 15 min at 4 °C, and the supernatant was collected as the insoluble fraction.

Both soluble and insoluble fractions were precipitated using the methanol/chloroform method (Wessel and Flugge, 1984). Soluble protein pellets were stored at −80 °C until mass spectrometry processing. Insoluble protein pellets were resuspended in 40 μL resuspension buffer (2 M urea in 50 mM ammonium bicarbonate) and deglycosylated using a Protein Deglycosylation Kit (NEB, P6044) per the manufacturer’s instructions, followed by methanol/chloroform precipitation. Final protein pellets were stored at −80 °C until mass spectrometry analysis.

##### LC-MS/MS sample preparation and data acquisition

Protein pellets were resuspended in 2M Urea, 50 mM ammonium bicarbonate. Resuspended samples were reduced with 5mM DTT and alkylated with 15mM iodoacetamide for 45 min at room temperature. Samples were subjected to digestion with LysC (Wako) at 37°C for 2h and trypsin (Promega) overnight at 37°C at a 1:50 enzyme:protein ratio. The resulting peptides were acidified to 0.5% trifluoroacetic acid and desalted using Thermo desalting spin columns. Eluates were dried via vacuum centrifugation and peptide concentration was determined via Pierce Quantitative Fluorometric Assay. All samples were normalized to 0.09 μg/μl. Samples (14.5 ul) were spiked with 0.5 ul iRT peptide (Biognosys). For quality control, a pooled sample was created by combining 2 ul from each sample.

Samples were analyzed in a randomized order by LC-MS/MS using an Ultimate 3000 coupled to an Exploris 480 mass spectrometer (Thermo Scientific). The pooled sample was analyzed at the beginning and end of the sequence. Samples were injected onto an IonOpticks Aurora series 2 C18 column (75 μm id × 15 cm, 1.6 μm particle size) and separated over a 120 min method. The gradient for separation consisted of 3–41% mobile phase B at a 250 nl/min flow rate, where mobile phase A was 0.1% formic acid in water and mobile phase B consisted of 0.1% formic acid in 80% ACN. The Exploris 480 was operated in product ion scan mode for Data Independent Acquisition (DIA).

Resolution for the precursor scan (m/z 375–1500) was set to 120,000, with AGC set to 300%. Following the full MS scan, a product ion scan was collected with a resolution set to 15,000, and normalized AGC set to 200%. The normalized collision energy was set to 30% for HCD. Peptide match was set to preferred, and precursors with unknown charge or a charge state of 1 and ≥ 7 were excluded.

##### Proteomics Data Analysis

Raw data files were processed using Spectronaut (v18; Biognosys) and searched against the Uniprot Gallus gallus database (UP000000539, containing 51,565 entries, downloaded January 2024) and the MaxQuant common contaminants database (245 entries). The following settings were used: enzyme specificity set to trypsin, up to two missed cleavages allowed, cysteine carbamidomethylation set as a fixed modification, methionine oxidation and N-terminal acetylation set as variable modifications. A false discovery rate (FDR) of 1% was used to filter all data, and single hit proteins were removed. iRT calibration was enabled and median normalization was applied based on proteins identified across all samples. Imputation was disabled. Un-paired student’s t-tests were conducted and p-values, q-values (adjusted p-values, BH-correction), and log2 fold change ratios were calculated in Spectronaut. Proteins with an absolute log2 fold change ≥ 1 and a q-value < 0.05 were considered significant. Targeted pathway enrichment analysis was run using Ingenuity Pathway Analysis software (Kramer et al., 2014) (QIAGEN Inc., https://digitalinsights.qiagen.com/IPA).

#### RNA Sequencing

##### RNA Isolation

SAN and atrial tissue were isolated from HH 30 chick embryos using microdissection as shown in FIG4A. Each sample pool consisted of 5 SAN and 5 atrial tissue preparations. We generated 4 biological replicates for six experimental groups: freshly isolated SAN and atrial tissue, SAN and atria cultured with 1ul molecular biology water (vehicle) in complete primary culture media (15% FBS (Avantor Seradigm, 97068–085), 1% penicillin-streptomycin (Gibco, 15140122), and 1% amphotericin B (Gibco, 15290026) in DMEM/F12 (Gibco, 11330032)) for 14 hours, and SAN and atria cultured with 0.25ug/mL of CN03 (Cytoskeleton Inc, CN03) in complete media for 14 hours. For RNA isolation, pooled tissue was transferred to 500 uL of sterile Hanks’ Balanced Salt Solution (HBSS) (Gibco, 14175–095). Tissue was then spun down for 10 minutes at 8,000 rcf, the top 150uL of HBSS was removed, samples were flash frozen in a solution of dry ice and ethanol, and stored at −80C.

Samples were thawed on ice and HBSS was removed, leaving the sample pellet. Then 500uL of TRIzol (Invitrogen, 15596026) was added and the sample was spun through a homogenizer column (Invitrogen, 1283–026) for 2 minutes at 12000×g at room temperature (RT) twice to ensure complete homogenization. An additional 500uL of TRIzol was added and the sample vortexed for 5 seconds. Next, 200uL of ice-cold chloroform (Sigma, 25666) was added to the sample, the Eppendorf was shaken vigorously for 15 seconds, and then the solution incubated at RT for 3 minutes. The sample was centrifuged at 12000×g for 15 minutes at 4C. The top aqueous layer (~400–600uL) was collected, 500uL of 2-proponal was added, and the sample gently inverted 2x. Then, 0.5 ug/uL of glycogen (Thermo, R0561) was added and the sample gently inverted 2x. Samples incubated at −20C for 24 hours.

Next, RNA was precipitated by centrifuging the sample at 12000×g for 15 minutes at 4C. The supernatant was discarded and 1 mL of 75% ethanol was added to wash the pellet. The sample was then centrifuged at 12000×g for 5 minutes at 4C and the supernatant was removed. The pellet air dried for 7 minutes and then resuspended in 25 uL of DEPC water (GrowCells, UPW).

Library preparation was conducted using the Illumina Stranded Total RNA-SEQ with Ribo-Zero Kit and sequencing was performed on an Illumina NovaSeq X Plus system (pair end × 150bp). RNA sequencing quality assurance was run using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc). Index construction and read mapping were performed using Kallisto (Bray et al., 2016). RNA sequencing data filtering was conducted using edgeR (Chen et al., 2025), and differential gene expression analysis was completed using limma. Upstream pathway prediction was performed using Ingenuity Pathway Analysis software(Kramer et al., 2014) (QIAGEN Inc., https://digitalinsights.qiagen.com/IPA).

#### Tissue and Cell Culture

##### Tissue Preparations

SAN and right atrial (RA) explants were manually dissected from E6 embryonic chicks in sterile warmed HBSS^++^ (Gibco, 14025–076). Explants were placed in 35mm glass bottom dishes (Cellvis, D35–14-1.5-N) for culture at 37C in 2mL complete media for the times indicated in figures.

##### Primary Cardiac Pacemaker Cell Culture

SAN explants were manually dissected from E6 embryonic chicks in sterile warmed HBSS^−−^ (Gibco, 14175103). Explants were then transferred to pre-warmed dissociation solution composed of 17% Trypsin-EDTA (Gibco, 25200056) in HBSS^−−^ and supplemented with 8.5 ug/mL of collagenase/dispase (MilliporeSigma, 1026963800). The solution was agitated every 5 minutes until explants were no longer visible, for a total of ~10 minutes. The dissociation solution was then neutralized with twice the volume of pre-warmed complete media and centrifuged for 10 minutes at 1,000 rcf to pellet the cells. The cell pellet was resuspended in complete media and cell count determined via hemocytometer. To deplete non-myocyte cells from the suspension, cells were pre-plated on fibronectin-coated glass plates for 45 minutes to allow for non-myocardial cell adhesion, and then the supernatant was transferred to fibronectin-coated polyacrylamide hydrogels.

##### Inhibitor and Activator Treatments

The RhoA specific activator CN03 (Cytoskeleton Inc., CN03) was reconstituted to a concentration of 0.1 ug/uL in sterile water and incubated on ice for 10 minutes. The stock solution was then diluted to a working concentration of 0.25 ug/mL in complete media and used for cell culture.

The Rac1/CDC42 activator CN02 (Cytoskeleton Inc., CN02) was reconstituted to a concentration of 0.1ug/ul. The stock solution was then diluted to a working concentration of 0.25ug/mL in complete media and used for cell culture.

The RhoA specific inhibitor CT04 (Cytoskeleton Inc., CT04) was reconstituted to a concentration of 0.1 ug/uL in sterile water. The stock solution was then diluted to a working concentration of 1.0 ug/mL in complete media and used for cell culture.

Latrunculin B (Sigma, 428020) was reconstituted to a concentration of 1.0 mm in DMSO. The stock solution was then diluted to a working concentration of 1.0uM in complete media and used for cell culture.

#### Polyacrylamide Hydrogels

To prepare the 35 mm tissue culture dishes (Matsunami Glass, D35–14-0-U), the dishes were plasma activated for 2 minutes (Harrick Plasma, PDC-001), and coated with 0.5% APTES (Sigma, A3648) for 30 minutes, excess APTES was rinsed off with molecular biology grade water, and the APTES was fixed with 0.5% glutaraldehyde for 30 minutes. The glutaraldehyde was rinsed off, and the culture dishes were dried completely. Next, the hydrogel solutions were prepared according to the table below, poured into the culture dishes, covered with a quartz coverslip (Chemglass Life Sciences, CGQ06001) coated in SigmaCoat (Millipore, SL2), and allowed to rest for 10 minutes for the hydrogel to solidify. Reagents for the hydrogels were as follows: 40% acrylamide (Millipore, A4058), 2% bisacrylamide (Millipore, M1533), 10x PBS (Gibco, 14200–075), TEMED (Sigma, T9281), 1% APS (Millipore, A3678). To add a surface adhesion molecule to the hydrogel for cell culture, the hydrogel surface was activated in a UVO Machine (Jelight, Model 24) for 200 seconds and then a solution of 10 mg/mL EDC (Millipore, 03450) and 17.5 mg/mL NHS (SigmaAldrich, 130672) in molecular biology water was immediately added, the quartz coverslip removed, and the solution rocked for 15 minutes. Excess EDC/NHS was rinsed off with molecular biology water. Finally, hydrogels were incubated with 3 ug/cm^2^ fibronectin (Millipore, F2006) overnight in a cell culture incubator (BenchMark, SureTherm45 H3565–45). The fibronectin was rinsed off, hydrogels were covered with 1x PBS, UV sterilized for 15 minutes, and stored at 4C for up to 2 weeks before use.

**Table:** 

Stiffness (Pa)	40% Acrylamide (uL)	2% Bisacrylamide (uL)	10x PBS (uL)	Molecular Biology Water (uL)	TEMED (uL)	1% APS (uL)
**200**	150	60	200	1388	2	200
**2,700**	375	35	200	1188	2	200
**22,000**	375	250	200	973	2	200
**50,000**	500	500	200	598	2	200

#### Cryosections

After culture in complete media (see above), SAN and atria tissue preparations were fixed in 2% PFA (ThermoFisher, J19943-K2) for 30 minutes at room temperature and then the PFA was washed off via 3×5 min washes in PBS. Tissue preperations were moved through a sucrose gradient of 10%, 20%, 30% and 50% sucrose (ThermoScientific, 036508.A1) - 1 hour per solution. Samples were then embedded in OCT (Tissue-Tek, 4583), flash frozen using dry ice and 100% ethanol, and stored at −80C. The explants were then sectioned using a Leica Cryostat CM1850 into 12 um sections on glass coverslips (Fisher, 22–037-246). Coverslips were stored at −80C until ready for use.

#### RNAscope

##### Cryosection and Paraffin Slides Pretreatment

Detection of RNA was conducted using RNAscope Multiplex Fluorescent V2 Assay kit (ACD, 323270). Pretreatment steps varied by embedding method. If samples were from cryosectioned slides, they were removed from −80C and thawed for 10 minutes at room temperature then rinsed in PBS for 5 minutes. If the samples were from paraffin sections, they were de-paraffined by incubating for 90 minutes at 60C, then moved to a solution of 100% Xylene for two 5-minute washes and rinsed in 100% ethanol for two 5-minute washes.

Slides were incubated with 3% hydrogen peroxide (322335) for 10 minutes then rinsed off with DEPC water (GrowCells, UPW). For target retrieval, slides were incubated in 1x target retrieval solution (322000) at 110C for 15 minutes, then dipped into room temperature DEPC water several times. Next, slides were incubated in 100% ethanol for 3 minutes at room temperature and allowed to air dry for 10 minutes. A hydrophobic marker was used to outline the tissue samples and allowed to dry. Protease Plus (32233) was added for 30 minutes at 40C to perforate cell membranes. Slides were dipped into DEPC water several times to rinse off the protease.

##### CPCs on Polyacrylamide Gels Pretreatment

Detection of RNA was conducted using RNAscope Multiplex Fluorescent V2 Assay kit (ACD, 323270). Hydrogel were first dehydrated in an ethanol gradient in PBS of 15%, 25%, 50%, 70%, 85%, 100% for 10 minutes at each step at 4C, then left overnight at −20C in 100% ethanol. Samples were then rehydrated in the exact reverse ethanol gradient to 100% PBS. Then hydrogen peroxide (322335) was added for 10 minutes at room temperature and washed off with DEPC water. Next, protease III (322337) was added for 10 minutes in a 1:15 dilution in DEPC-PBS and washed off with DEPC-PBS.

##### Hybridization and Amplification

The probes, either HCN4 (569141-C3) or GJA1 (807611-C3) were added in a 1:50 ration with probe diluent (300041) and allowed to incubate for 2 hours at 40C in a humid chamber. The samples were rinsed off in 1x wash buffer (310091) and placed in 5x SSC buffer (Invitrogen, 15557–036) overnight.

For the next steps, all rinse steps consisted of 2×2 minutes of incubation in 1x wash buffer. Samples were rinsed before incubating in Amp1 (323101) for 30 minutes at 40C. Then the samples were rinsed and Amp2 (323102) was added for 30 minutes at 40C. The samples were rinsed again and Amp3 (323103) was added for 15 minutes at 40C. The samples were rinsed and the appropriate developer (323106) was added for 15 minutes at 40C. The samples were rinsed again and the specified fluorophore, either Cy5 (75–000203) or Cy3 (TS-000202), was added in a 1:1000 dilution in TSA buffer (322809) and incubated for 30 minutes at 40C. Samples were rinsed and HRP blocker (323107) was added for 15 minutes at 40C. The samples were rinsed and a 1:1000 dilution of DAPI (ThermoFisher, 62248) in PBS was added for 5 minutes at room temperature. DAPI was then washed off with PBS. If on slides, coverslips (Fisher, 12–545-C) were mounted using anti-fade fluorescence mounting media (Abcam, AB104135) and sealed with clear nail polish. Samples were stored at 4C until imaging.

#### Immunohistochemistry

For tissue preparations, samples were blocked in for 1 hour in 1% BSA (SigmaAldrich, 1003356189) and 0.1% Tween-20 (ThermoScientific, 85113) in PBS. Then, primary antibodies were added overnight at 4C and rinsed off with PBS. Secondary antibodies and DAPI were added overnight at 4C and rinsed off with PBS.

For CPCs on polyacrylamide hydrogels, samples were blocked for 1 hour in 1% BSA and 0.1% Tween-20 in PBS. Then, primary antibodies were added overnight at 4C and rinsed off with PBS. Secondary antibodies were added for 1 hour at room temperature and washed off with three 5 min washes in PBS.

The following primary antibodies were used: 1:200 YAP1 (Cell Signal, D8H1X), 1:500 MF20 (Invitrogen, 14–6503-80). The counter stains were used: 1:500 Phalloidin-647 (Invitrogen, A22287), 1:1000 DAPI (ThermoFisher, 62248). Alexa Flour 488 (Invitrogen, A21141) and Alexa Flour 568 (Invitrogen, A21124) secondary antibodies were used at a concentration of 1:500.

#### Voltage Imaging

To conduct voltage imaging of SAN, atria, and ventricle, samples were bathed in a staining solution containing 10 uM Di-4-ANEPPS (Invitrogen, D1199) and 2 uM blebbistatin (Sigma, B0560) in warm HBSS^++^ (Gibco, 14025–076). Samples were incubated in the staining solution for 10 minutes at 37C. Explants were then transferred to a custom-built imaging chamber containing HBSS^++^ maintained at 35C +/− 1C using a Warner TC-344C temperature controller. Samples were illuminated with a Lex2 led light source (SciMedia) and imaging was then conducted at 2000 fps using an MiCam05 camera system (SciMedia). Action potential traces were then analyzed using BrainVision software (SciMedia) and the ImageJ plugin Spiky(Pasqualin et al., 2022).

#### *In vivo* Transfections

The method for *in vivo* embryonic chicken transfections has been previously described(Goudy et al., 2019). Briefly, expression plasmids were packaged by making a solution of 8% lipofectamine 3000 (Invitrogen, 100022050) in 37C opti-MEM (Gibco, 31985–070) and a solution of 2 ug/25 uL of the appropriate DNA plasmid in 37C opti-MEM. The two solutions were allowed to equilibrate at room temperature for 5 minutes before being combined. After combining the lipofectamine and the plasmid, the solution was incubated at room temperature for an additional 5 minutes. A 1:10 dilution of Fastgreen to trace solution during microinjections. The packaged plasmid was then backloaded into a pulled glass capillary (World Precision Instruments, TW100F-4) made using micropipette needle puller (World Precision Instruments, PUL1000). Then ~2 uL of transfection reagent was microinjected into the pericardial space of windowed E3 embryonic chicken eggs using a pressure microinjector (Eppendorf, FentoJet4). Following the injection, ~1 mL of HBSS^++^ (Gibco, 14025–076) was added to the embryo to prevent drying, tape was placed over the window, and embryos were returned to a humidified 37C incubator (Hova-Bator, Genesis, 1588) until desired stage.

The MRTFA-eGFP construct was built by fusing eGFP to the C-terminus of chick MRTFA using gene synthesis.

#### Confocal Microscopy

All immunofluorescence and RNAscope images were collected using either a Zeiss LSM 800 or a Zeiss LSM 980 super-resolution confocal imaging system. Image quantification was conducted using ImageJ v2.16.0/1.54p or Imaris 3/4D image visualization and analysis software (Oxford Instruments).

#### Transmission Electron Microscopy

Samples were prepared for TEM as described previously(Thomas et al., 2021). Briefly, E6 embryos were fixed overnight in 4% PFA at 4C. Embryos were then embedded in 3% low melting temperature agarose and cut into 200um sections using a vibratome. Sections were then post-fixed in 4% PFA, 1% glutaraldehyde, and 0.1 M sodium phosphate for 3 days at 4C. Following this post-fixation, sections were stained with 1% osmium tetroxide, 1.25% potassium ferrocyanide, 0.1 M sodium phosphate buffer and dehydrated through an ethanol series. Sections were then embedded in PolyBed 812 epoxy resin (08792–1; Polysciences) and cut to a thickness of 70–80 nm. Sections were mounted on copper grids and further stained with 4% aqueous uranyl acetate for 12 min followed by lead citrate for 8 min. Imaging was performed using a Tecnai 12 G2 CCD camera (Model 794) mounted on a JOEL JEM-1230 transmission electron microscope.

#### Quantification and Statistical Analysis

Sample numbers and statistical significance for each assay are indicated in the text and/or figure legends. Software used for proteomic and RNA sequencing analysis are described in the corresponding methods sections above. For non-proteomic and non-transcriptomic evaluation, statistical analysis was performed using Prism 10 (graphpad). As indicated in the corresponding figure legends, statistical comparisons were performed using either a two tailed Pearsons Correlation Coefficient, a one-way ANOVA, or a Welch’s t-test. Reported p-values are shown as *<0.05, **<0.01,*** <0.001, **** < 0.0001. All individual data points are plotted along with the mean (bars) and standard deviation (brackets).

## Supplementary Material

Supplementary Files

This is a list of supplementary files associated with this preprint. Click to download.

• TableS2.xlsx

• TableS4.xlsx

• TableS3.xlsx

• TableS1.xlsx

• VideoS1.mov

• VideoS3.mov

• VideoS2.mov

• VideoS4.mov

• TableS5.xlsx

• LaidmanetalSuppMaterials.docx

## Figures and Tables

**Figure 1:**
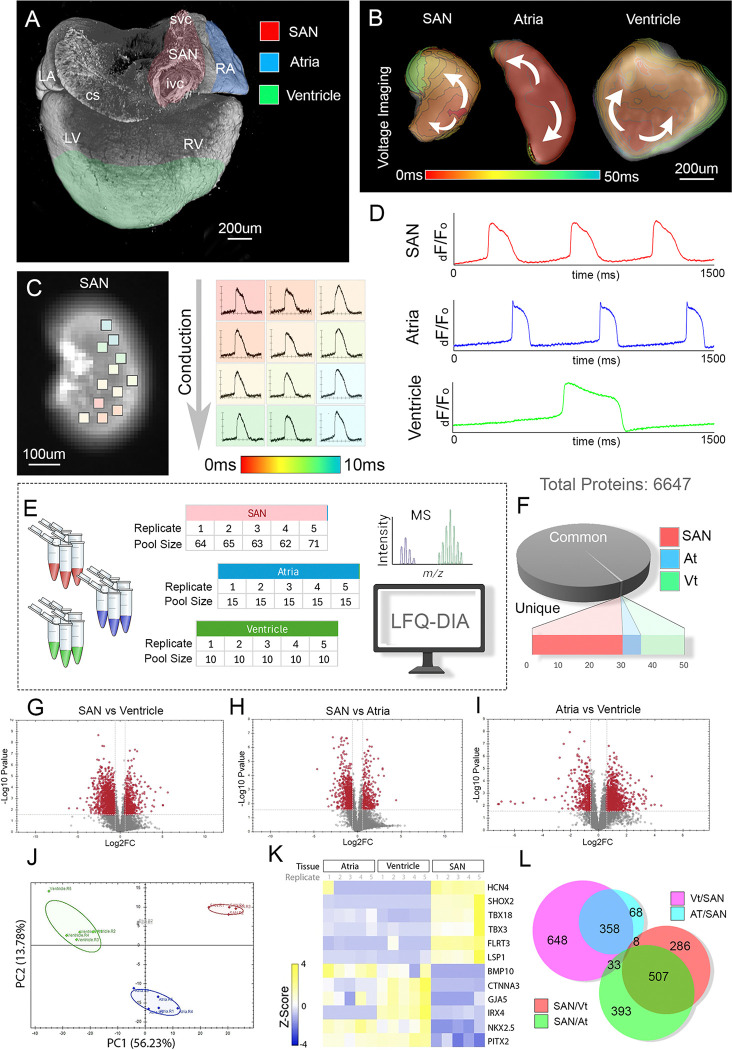
Proteomic Analysis of the Embryonic Sinoatrial Node. **A)** Dorsal view of the E6 (HH 30) embryonic heart, cardiac muscle is stained with the anti-sarcomere antibody MF20. Regions isolated for analysis, SAN (red), right atria (blue), and ventricle (green), are highlighted. **B)**Isochronal maps depicting voltage propagation across isolated SAN, atria, and ventricle (1 ms/div). **C)** Voltage Imaging of isolated SAN with action potential wave forms indicated for each boxed region. **D)** Optical recordings of action potential wave forms from SAN, atria, and ventricular samples. **E)** Schematic of sample collection and mass spectrometry. **F)**Distribution of common vs unique proteins identified. **G)** Volcano plot of differentially expressed proteins between ventricle and SAN, data points reflect Log2FC >1.0, p-values < 0.05. **H)** Volcano plot of differentially expressed proteins between atria and SAN, data points reflect Log2FC >1.0, p-values < 0.05. **I)**Volcano plot of differentially expressed proteins between atria and ventricles, data points reflect Log2FC >1.0, p-values < 0.05. **J)** Principle component analysis of sample groups: SAN (red), atria (blue), and ventricles (green). **K)** Heat map of protein expression of known SAN and working myocardial markers. **L)** Venn diagram of differentially expressed proteins between SAN, atria, and ventricle (Log2FC >1.0, p-values < 0.05). 358 proteins were upregulated in the atria and ventricle over SAN, and 507 proteins were upregulated in the SAN over the atria and ventricle. SAN – sinoatrial node, RA – right atria, LA – left atria, svc – superior vena cava, cs-coronary sinus, RV – right ventricle, LV – left ventricle.

**Figure 2:**
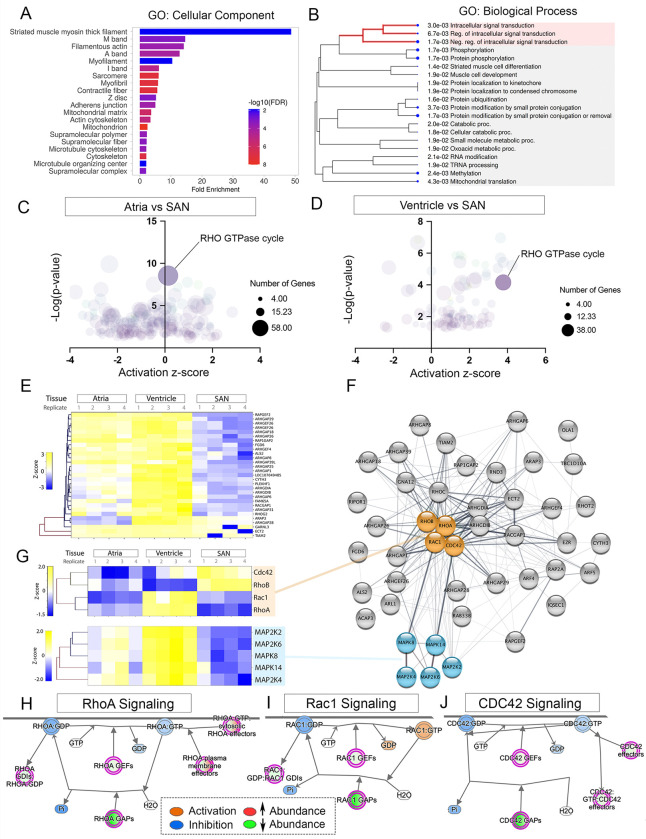
Rho GTPase cycling regulators are downregulated in the SAN. **A)** Gene Ontology (GO) term analysis (Cellular Component) of the 358 proteins enriched in the atria and ventricle over the SAN. **B)** Gene ontology (GO) term analysis (Biological Process) of the 358 proteins enriched in the atria and ventricle over the SAN. **C)** Ingenuity Pathway Analysis showing predicted pathways upstream of the differential protein expression profile observed between ventricle and SAN. **D)** Ingenuity Pathway Analysis showing predicted pathways upstream of the differential protein expression profile observed between atria and SAN. **E)** Heat map of differentially expressed RhoGAPs and RhoGEFs between atria, ventricle, and SAN. **F)** Predicted protein-protein interaction network of differentially expressed RhoGAPs and RhoGEFs. **G)** Heatmap small GTPase and MAPK effector protein abundance between atria, ventricle, and SAN. **H)** IPA-generated diagram of RhoA signaling pathway in the SAN relative to atria and ventricle. Predicated suppressed activity is indicated in blue, activation in orange. Downregulation is indicated by green. **I)** As in “H” for Rac1 signaling. **J)** As in “H” for CDC42 signaling.

**Figure 3:**
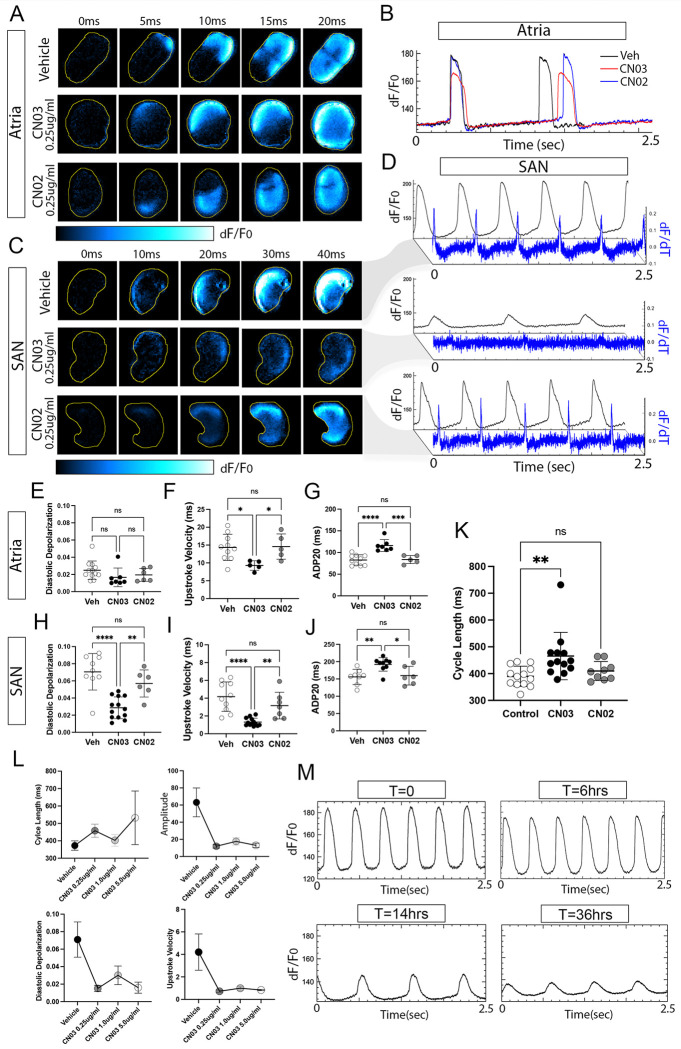
RhoA activation disrupts SAN electrical activity. **A)** Time series of voltage imaging of atrial tissue preparations following 14hrs of vehicle, 0.25ug/ml RhoA activator CN03, or 0.25ug/ml of the RAC1/CDC42 activator CN02. **B)** Optically recorded action potential traces from atrial tissue preparations treated with vehicle (black), CN03 (red), and CN02 (blue). **C)** Time series of voltage imaging of atrial tissue preparations following 14hrs of vehicle, 0.25ug/ml RhoA activator CN03, or 0.25ug/ml of the RAC1/CDC42 activator CN02. **D)** Optical recordings of action potentials (black) and dF/dT (blue) from SAN tissue preparations treated with vehicle, CN03, and CN02. **E)** Quantification of atrial diastolic depolarization in vehicle-treated (n=11), CN03-treated (n=7), or CN02-treated (n=6) samples. **F)** Quantification of atrial action potential upstroke velocity in vehicle-treated (n=11), CN03-treated (n=7), or CN02-treated (n=6) samples. **G)** Quantification of atrial action potential duration in vehicle-treated (n=11), CN03-treated (n=7), or CN02-treated (n=6) samples. **H)** Quantification of SAN diastolic depolarization in vehicle-treated (n=9), CN03-treated (n=12), or CN02-treated (n=5). **I)** Quantification of SAN sample action potential upstroke velocity in vehicle-treated (n=9), CN03-treated (n=12), or CN02-treated (n=5). **J)** Quantification of SAN sample action potential duration in vehicle-treated (n=9), CN03-treated (n=12), or CN02-treated (n=5). **K)** Quantification of SAN sample cycle length in vehicle-treated (n=12), CN03-treated (n=12), or CN02-treated (n=9). **L)** Quantification of cycle length, optical action potential amplitude, diastolic depolarization, and action potential upstroke velocity for 0.0ug/ml, 0.25ug/ml, 1.0ug/ml, and 5.0ug/ml CN03 (n=6 per condition). **M)** Optically recorded voltage changes in SAN tissue preparations cultured in 0.25ug/ml CN03 for 0, 6, 14, and 36hrs. Significance was calculated using a one-way ANOVA, p-values *<0.05, **<0.01,*** <0.001, **** < 0.0001.

**Figure 4:**
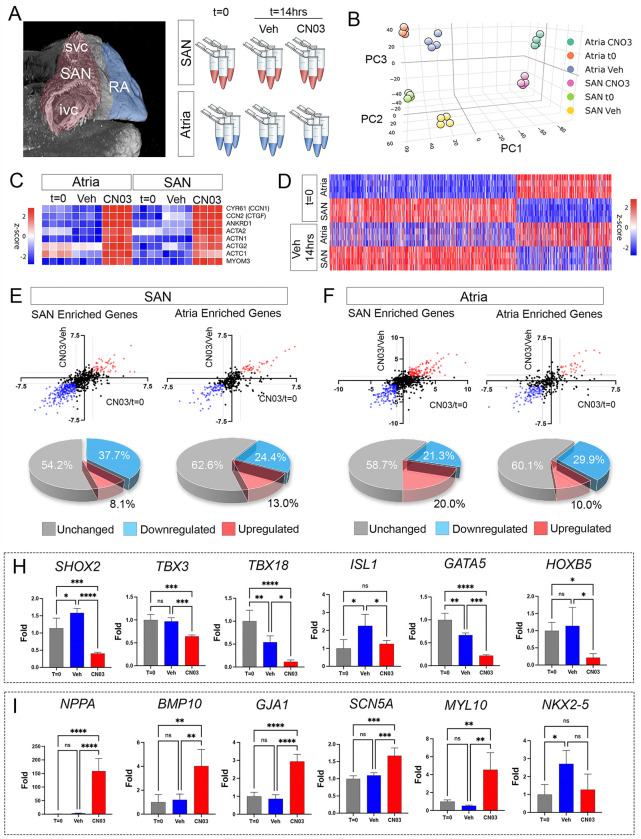
RNA sequencing analysis of SAN and atrial tissue preparations treated with the RhoA activator CN03. **A)** Dorsal view of the E6 (HH 30) embryonic heart depicting regions isolated for RNA sequencing analysis. Four biological replicates consisting of 5 pooled SAN and atrial tissue preparations were isolated for analysis. Sample groups consisted of freshly isolated tissue (t=0), cultured with vehicle for 14hrs, and cultured in 0.25ug/ml CN03 for 14hrs. **B)** Principal component analysis of RNA sequencing results. **C)** Heat map comparing gene expression of known RhoA-sensitive genes between freshly isolated, vehicle-treated, and CN03-treated atrial and SAN tissue preparations. **D)** Heatmap of differentially expressed genes between freshly isolated (t=0) atria and SAN (Log2FC >1.0, pvalue <0.05). Following 14 hrs. of vehicle treatment, overall differential gene expression profile between SAN and atria is conserved. **E)** Analysis of SAN-enriched and atrial-enriched gene (from “D”) response to CN03 treatment. Data are plotted CN03/t=0 samples (x-axis) and CN03/Veh (y-axis). Genes downregulated by CN03 vs both t=0 and Veh (Log2FC > 1.0) are indicated in blue. Genes upregulated by CN03 vs both t=0 and Veh (Log2FC > 1.0) are indicated in red. Pie charts indicate the percentage of SAN and atrial-enriched genes that were unchanged, upregulated, or downregulated following CN03 treatment when compared to both t=0 and vehicle. **F)** As in “E”, for atrial samples**. H)** Changes in SAN-enriched transcription factor expression between freshly isolated (t=0), vehicle, and CN03-treated SAN samples. **I)** Changes in selected atrial-enriched gene expression between freshly isolated (t=0), vehicle, and CN03-treated SAN samples. Statistical significance was calculated using a one-way ANOVA, p-values *<0.05, **<0.01,*** <0.001, **** < 0.0001.

**Figure 5:**
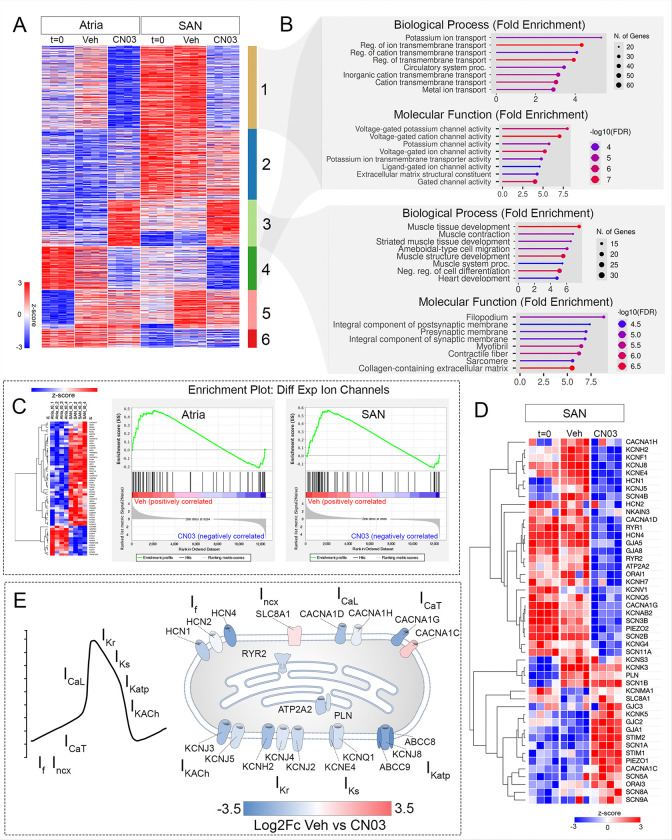
RhoA activation turns off the SAN ion channel program. **A)**K-means clustering of differentially expressed genes between freshly isolated (t=0), vehicle-treated, and CN03-treated atrial and SAN tissue samples. **B)** GO term analysis of genes downregulated by CN03 treatment (clusters 1+4 from “A”) and upregulated by CN03 treatment (cluster 3 from “A”). **C)** Gene set expression analysis (GSEA) between CN03 and vehicle treated samples. Geneset was constructed of all of the differentially expressed ion channels between freshly isolated SAN and atrial tissue. **D)** Heatmap of gene expression changes among a manually annotated list of ion channels and gap junctions between freshly isolated, vehicle, and CN03-treated SAN tissue preparations. **E)** Diagram of the ion currents that participate in the cardiac pacemaker cell action potential. Color coding denotes relative expression change (Log2FC) of the genes that encode the relevant ion channels.

**Figure 6:**
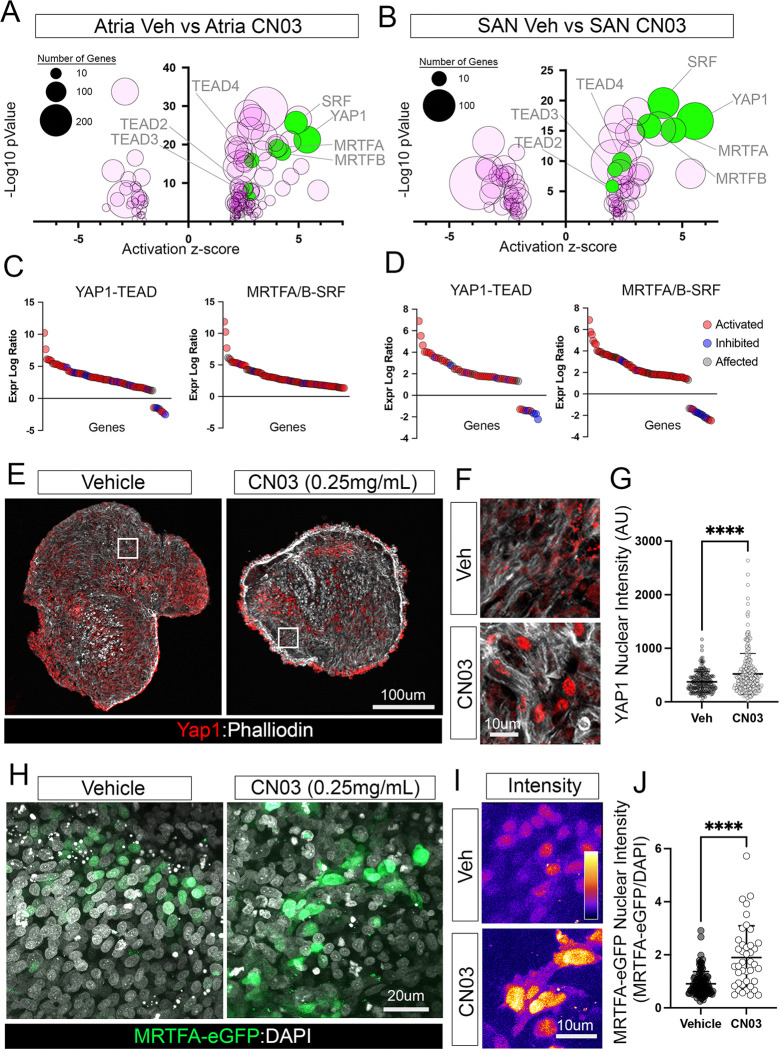
RhoA activates classical mechanosensitive transcriptional regulators in the embryonic myocardium. **A)** Ranking of predicted transcription factor activation (Activation score, p-value, and number of downstream genes that changed expression) in vehicle vs. CN03-treated atrial tissue. **B)** Ranking of predicted transcription factor activation (Activation score, p-value, and number of downstream genes that changed expression) in vehicle vs CN03-treated SAN tissue. **C)** Log2FC expression ratio (CN03/Veh) of genes predicted to be activated (red), inhibited (blue), or affected (grey) by the YAP1-TEAD and MRTFA/B-SRF transcription factors in atrial samples. **D)** Log2FC expression ratio (CN03/Veh) of genes predicted to be activated (red), inhibited (blue), or affected (grey) by the YAP1-TEAD and MRTFA/B-SRF transcription factors in SAN samples. **E)** Immunohistochemistry for YAP1 (red) and phalloidin (white) in Vehicle and CN03-treated SAN samples. **F)** Higher magnification images of regions from “E” demonstrating increased nuclear YAP1 staining in CN03-treated samples. **G)** Quantification of YAP1 Nuclear intensity between Vehicle and CN03-treated SAN tissue. **H)** MRTFA-eGFP expression in vehicle and CN03-treated myocardium. Cells are counterstained with DAPI (white). **I)** Higher magnification intensity plots of MRTFA localization. **J)** Quantification of MRTFA-eGFP nuclear intensity. Statistical significance was calculated using a Welch’s t-test, p-values **** < 0.0001.

**Figure 7:**
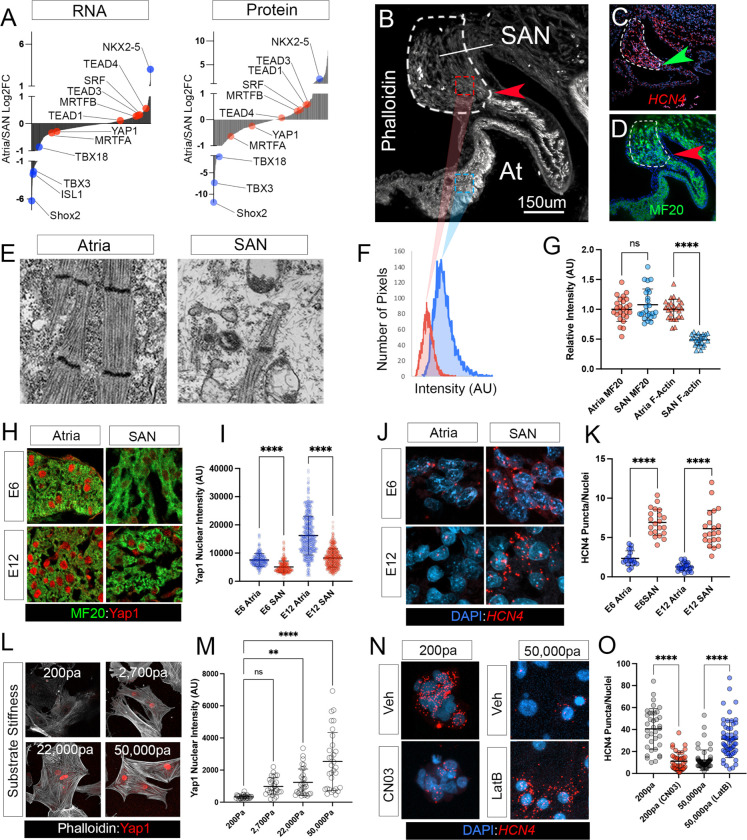
Mechanical stress phenocopies RhoA activation in the SAN. **A)** Transcript and protein expression (Log2 fold atria/SAN) of all transcription factors detected in RNA sequencing and mass spectrometry studies. Known SAN and atrial enriched factors are highlighted in blue. Mechanosensative factors associated with YAP/TEAD and MRTF/SRF are highlighted in red. **B)** Phalloidin staining of the SAN/atrial junction in an E6 (HH30) embryonic heart. SAN is indicated by dashed region. Red arrow demarcates the boundary of phalloidin staining at the SAN/atrial junction. **C)** RNAscope for *HCN4* transcript. Green arrowhead demarcates the SAN/atrial boundary noted in “B”. **D)**Immunohistochemistry using the anti-sarcomere antibody MF20. Red arrow demarcates the SAN/atrial boundary noted in “B”. **E)** Transmission electron micrographs of atrial and SAN myocytes demonstrating significantly higher F-actin associated with the forming sarcomeres in the atria. **F)** Phalloidin intensity profiles from the SAN (red) and atrial (blue) regions indicated in “B”. **G)** Quantification of MF20 and phalloidin intensity within the atria and SAN (n=25 regions of interest (ROI), imaged across 6 biological replicates). **H)** Immunohistochemistry of YAP1 in the E6 (HH30) and E12 (HH38) SAN and atria. **I)** Quantification of YAP1 nuclear intensity in the E6 SAN (n=326) vs atria (n=234) and E12 SAN (n=493) vs atria (n= 489). Data were collected from 6 biological replicates. **J)** RNAscope-based fluorescent *in situ* hybridization for *HCN4* in the E6 and E12 SAN vs atria. **K)** Quantification of HCN4 RNAscope in the E6 SAN (n=21 ROIs) vs atria (n= 17 ROIs) and E12 SAN (n=21 ) vs atria (n=24 ROIs). **L)** Immunohistochemistry for YAP1 and Phalloidin in CPCs isolated from the E6 heart and plated on polyacrylamide hydrogels of ~200, 2,700, 22,000, and 50,000Pa. for 48 hrs**M)** Quantification of nuclear YAP1 intensity in CPCs plated on 200Pa (n=29), 2,700Pa (n=28), 22,000Pa (n=31) and 50,000Pa (n=31) hydrogels. **N)** RNAscope-based fluorescent *in situ* hybridization for *HCN4* in E6 CPCs plated on 200 or 50,000Pa hydrogels with or without CN03 and Latrunculin B treatment. **O)** Quantification *HCN4* puncta in CPCs plated on 200Pa hydrogels treated with vehicle (n=36) vs 0.25ug/ml CN03 (n=40) and CPCs plated on 50,000Pa hydrogels treated with vehicle (n=54) vs 1.0uM Latrunculin B (n=58). Statistical significance was calculated using Welch’s t-tests, p-values **<0.01, **** < 0.0001.

## Data Availability

Raw proteomic data has been deposited in the PRoteomics IDEntification Database (PRIDE) under accession number PXD075315. RNA-seq raw data has been deposited in the Gene Expression Omnibus (GEO) database under accession number GSE320003. No original code was written for this manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

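RNA of chick SAN and atrial tissue at HH stage 30 (embryonic day 6) was compared in 6 groups of 4 biological replicates, 24 libraries in all: freshly isolated tissue (t0), tissue cultured for 14 hours with vehicle, and tissue cultured for 14 hours with 0.25 ug/ml CN03, each from SAN and from atria. Each replicate was a pool of 5 tissue preparations. The authors sequenced ribosomal RNA-depleted, stranded total RNA as paired-end reads, mapped them with Kallisto, filtered the genes with edgeR, and tested differential expression with limma. The deposited values are log2 expression values that the authors had already filtered and normalized between libraries, with a value per gene symbol and library. The paper's text names neither the normalization, the filter, the genome build nor the software versions. In linear units, the values of each library summed to between 0.860 and 1.28 times the fixed total of CPM or TPM values, as such values would after rescaling between libraries. The lowest value, -5.87, occurred in 22 of the 24 libraries, and the highest value of a gene with a symbol was 16.14. The reads behind each value are unknown, so no counting error, confidence interval or detection limit was computed, and the precision rests on the spread between the 4 replicates.

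The table holds 12422 gene symbols and 1 row with an empty symbol, which was left out of every test because it names no gene. Its share of the linear sum is given in the closing section. All columns with expression values were assigned to a group and replicate from their names. Symbols were used as the table gives them, so that CCN1 appears as CYR61, CTGF as CCN2, MRTFA as MKL1 and MRTFB as MKL2. For chromosome and gene length only, 12213 symbols were matched to the NCBI gene table of the GRCg7b assembly; no coordinates were used. Reads shared between near-identical paralogs cannot be traced from these values.

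Differential expression was computed with limma 3.58.1 in R 4.3.3. A mean per group was fitted to the log2 values of all 24 libraries, so that the 6 groups shared an estimate of each gene's spread with 18 residual degrees of freedom, followed by empirical Bayes moderation with a mean-variance trend and Benjamini-Hochberg adjustment over the 12422 genes. Genes were counted at an adjusted p under 0.05 and a log2 fold change above 1 in either direction, except where the paper states another criterion. For SAN against atria at t0, this was an unadjusted p under 0.05 with the same fold change limit. For the top 100 SAN-enriched genes and the mechanosensitive factors, it was a log2 fold change above 0.6 with an unadjusted p under 0.05. Shares of SAN-enriched and atria-enriched genes counted those whose log2 fold change passed 1 against both vehicle and t0. The difference in CN03 response between tissues was an interaction contrast in the same fit, without a fold change limit. Gene sets were tested with fry, limma's directional rotation test, and its p was adjusted over the sets tested in each comparison. Principal components were computed from gene-centred, unscaled values. K-means clustering used 6 clusters and 50 starts with a fixed seed. Enrichment in clusters was tested with Fisher's exact test against all clustered genes. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

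The paper's methods state that each sample pool consisted of SAN and atrial preparations, and the columns carry replicate numbers 1 to 4 in every group. Whether equal numbers pair the pools was checked from the deviations of each library from its group mean, which correlated across genes with a mean log2 value above 2, with a mean r of 0.165 between same-numbered pools of different groups. This mean was compared with 10000 shuffles of the replicate numbers within each group, a test added after the data were seen. Each comparison was also fitted with the replicate number as a block. Since the design is balanced, the block leaves the fold changes as they are and changes only the errors.

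The genes named in the text were every gene that the results text names for the RNA sequencing data, every gene labelled in Fig. 4C, 4H, 4I, 5D, 5E and the RNA panel of Fig. 7A, and the 10 genes with the largest change with CN03 in each tissue and in the difference between tissues, among those at an adjusted p under 0.05 whose CN03-treated and vehicle-treated libraries did not overlap. A few of the genes that the paper names are not reported here, and the counts over lists of named genes leave them out. The members of Table S4 and Table S5, GO annotation and Ingenuity Pathway Analysis were not used here. Ion channels were taken by a rule on gene symbols, and lists of sarcomere and myofibril genes, YAP-TEAD targets, MRTF-SRF targets and marker genes of other cell types took the place of the paper's lists. A list of macrophage markers was added after the genes with the largest changes had been seen.

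Each result was recomputed with a pseudocount of 1 on the linear scale, with only the 11890 genes above a log2 value of 1 in at least 4 libraries, after quantile normalization or median centring, without the mean-variance trend, with only the compared groups in the fit, with the replicate block, and with each library of the compared groups left out in turn. Alternatives particular to a result, such as other thresholds, gene sets, correlation coefficients or numbers of clusters, were also run. The differential expression step was tested on simulated data with the 12422 genes of the table, in which 199 of 200 changed genes were recovered (99.5%) with 3 false calls, and 0 genes were called in a comparison without changes. The same numbers were obtained with the replicate block. The simulated changes all lay well past the fold change limit, in CN03-treated SAN only, and the noise was independent between libraries. The simulation therefore does not cover changes near the limit or same-numbered pools that deviate together. Proteomic, imaging and RNAscope data were not analysed here.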

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

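The tests on gene length, on matched sets of genes, on mixed tissue, on SAN tissue in the atrial pools, on atrial tissue in a freshly isolated SAN pool and on the sex of the embryos behind MHM2 were chosen only after the result was seen. The list of macrophage markers was likewise written after the genes with the largest changes had been seen. The depth of the libraries is unknown, so a difference in depth between groups was not tested for any pattern here.

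Single libraries lay far from the other 3 of their group in 8 of 120 groups of values tested, where about 6 are expected by chance. In log2 expression, SHOX2 was 8.09 in SAN vehicle replicate 1 (8.31 to 8.35 in the others) and 1.62 in atria CN03 replicate 2 (2.31 to 2.43 in the others). The mean of the sarcomere and myofibril genes was 6.31 in atria vehicle replicate 4 (6.45 to 6.47 in the others), and that of the MRTF-SRF targets was 8.59 in atria CN03 replicate 3 (8.48 to 8.49 in the others). No explanation was tested for these 4 values, whose number is within what chance gives.

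Freshly isolated SAN replicate 1 lay apart for 3 measures: NKX2-5 (5.15 against 3.68 to 3.93), the mean of the atria-enriched genes (3.09 against 2.90 to 2.92) and the mean of the ion channels that differ at t0 (2.13 against 1.91 to 1.94). Atrial tissue in this pool could raise NKX2-5, but it would lower the SAN-enriched genes while raising the atria-enriched genes. Among genes chosen from the vehicle-treated libraries, the atria-enriched genes were higher than in the other 3 pools by a median of 0.0984, and the SAN-enriched genes were also higher, by 0.0652. The SAN-enriched genes thus did not fall as atrial tissue would predict. Both shifts are small and rest on a single library, however. Replicate 2 shifted as well, by -0.106 for the atria-enriched and -0.043 for the SAN-enriched genes. The test therefore does not decide whether atrial tissue was the cause. No biological explanation was tested, since the design gives none for a single pool.

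The row without a gene symbol was 17.81 in atria CN03 replicate 2 against 16.40 to 16.62 in the other 3 libraries, and held 17.9% of the linear sum of that library against 7.13% to 8.40% in the others. A single transcript that takes so much of a library could lower all other values. The named genes of this library lay at a root mean square distance of 0.311 from the mean of the other 3, and the other libraries at up to 0.350, so they were not displaced in the deposited values. Since the authors' normalization between libraries aligns most genes in advance, this cannot show whether they were displaced before it. No biological explanation was tested.

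The response to CN03 differed between SAN and atria, by a test of the difference itself, for 20 of 50 genes that the results text names. Values are the log2 fold change in SAN minus that in atria. The difference was negative for ANKRD1 (-3.30), ISL1 (-2.09), TBX3 (-2.08), ID1 (-1.97), MYL10 (-1.84), HOXA2 (-1.81), SHOX2 (-1.80), CCN2 (-1.69), HOXA3 (-1.61), KCNJ2 (-1.51), KCNQ1 (-1.28), HOXA4 (-1.23), CACNA1D (-1.23), GJA1 (-1.09), CYR61 (-1.05), ACTA2 (-0.97), GATA5 (-0.92), TEAD4 (-0.80) and GATA4 (-0.53). It was positive for KCNJ5 (1.75). The authors' normalization was tested by quantile normalization, under which 18 of the 20 kept their sign and an adjusted p under 0.05, while ACTA2 and CYR61 did not pass it. The difference of those 18 is therefore not explained by this choice of normalization. Culture with vehicle had moved some of these genes differently in the tissues, among them ANKRD1 (1.34 in SAN, -0.79 in atria) and KCNJ5 (0.68 and 1.69). Others, such as HOXA2 (0.04 and -0.08), had hardly moved in either. The part played by this baseline was not tested.

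TBX3 and ISL1 rose with CN03 in atria and fell in SAN. SAN tissue in the CN03-treated atrial pools could raise them in atria, but it would raise most SAN-enriched genes with them. Of the 100 top SAN-enriched genes, 23 were higher with CN03 in atria and 33 were lower, and SHOX2 did not rise. The test goes against SAN tissue in these pools. A different regulation of these genes by RhoA in the tissues remains as a hypothesis, with depth untested.

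For 10 of 18 gene sets, the median response to CN03 was lower in SAN than in atria with a fry adjusted p under 0.05. The median difference was -0.37 for the ion channels that differ at t0, -0.0543 for all ion channels, -0.0781 for voltage-gated channels, -0.35 for sarcomere and myofibril genes, -0.54 for YAP-TEAD targets, -0.35 for MRTF-SRF targets, -0.60 for SAN-enriched genes, -0.995 for endothelial markers, -0.37 for stress and hypoxia genes and -0.68 for macrophage markers. The response is measured from vehicle, and culture itself had moved several sets differently in the tissues. From t0 to vehicle, the median was -0.34 in SAN and -1.35 in atria for endothelial markers, and -0.04 and -0.49 for YAP-TEAD targets. For SAN-enriched genes it was 0.12 and 0.53, the opposite order, as for macrophage markers and the ion channels that differ at t0. The part played by this baseline was not tested. Mixing of SAN and atrial tissue in the CN03 pools would shrink the tissue differences of both gene groups alike. With CN03, 91.2% of the vehicle difference was left for the atria-enriched genes and 50.8% for the SAN-enriched genes, which goes against mixing as the whole cause. After quantile normalization these were 68.6% and 52.7%, over 517 atria-enriched and 609 SAN-enriched genes chosen anew from the normalized values, so the loss in SAN-enriched genes is not explained by the authors' normalization, although the contrast with the atria-enriched genes was smaller. It was smaller as well for genes chosen from the vehicle libraries, with 56.7% left for the atria-enriched and 42.5% for the SAN-enriched genes, although that choice itself enlarges the vehicle difference. A part played by mixing is therefore not ruled out. The choice of genes on the t0 libraries was tested with 974 genes chosen from the vehicle libraries, whose median log2 fold change of SAN over atria was 1.13 at t0 and 0.63 with CN03. The fall thus remained for genes chosen without the t0 libraries. The macrophage markers were higher in freshly isolated SAN than in atria by a median log2 fold change of 0.73, and fell more in SAN with CN03. A change in the mix of cells was not tested as a cause of the fall in SAN-enriched genes. Beside it, a stronger effect of RhoA activation on the SAN program in SAN than in atria remains as a hypothesis.

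Sets of marker genes that the paper does not discuss changed as well. With CN03, the 25 macrophage markers fell by 1.91 in SAN (23 of 25 negative, 21 lower at an adjusted p under 0.05, fry adjusted p = 3.76e-11) and by 1.25 in atria (17 lower and 3 higher, fry adjusted p = 2.06e-07), with all 4 CN03-treated pools below all 4 vehicle-treated pools in each tissue. The C1QA (-7.34), C1QB (-6.44) and C1QC (-8.25) transcripts fell in SAN among the largest changes of all genes. A loss of macrophages from CN03-treated tissue may explain the fall, and the fall in atria to -1.25 is what that explanation predicts. Low expression of the markers was tested with random sets matched on t0 expression, whose median was -0.23, and the share of 10000 such sets as low was 1e-04, the smallest they can give. Lower expression in the same number of macrophages cannot be told apart from their loss with these data.

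Transcripts of 11 genes on the W chromosome, which only female embryos carry, fell by 1.05 in SAN with CN03 (fry adjusted p = 0.0255, 6 genes lower and 1 higher) and changed by -0.91 in atria (fry adjusted p = 0.0768), and single pools of the treatments overlapped. Fewer female embryos in the CN03-treated pools may explain this, since males carry more Z copies. Genes on the Z chromosome (581) lay above autosomal genes (11574) in their CN03 response by 0.0801 in SAN (permutation p = 0.0317) and by 0.102 in atria (permutation p = 0.0061), as that explanation predicts. Low expression was tested with matched random sets, of which a share of 0.0018 were as low, with a median of -0.02. The sex of the embryos, which the pools do not record, therefore remains as an explanation, and an effect of CN03 on W-linked transcripts cannot be told apart from it.

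MHM2, a transcript named after a region of the Z chromosome whose expression differs between the sexes, rose with CN03 by 7.33 in SAN and 8.13 in atria. More female embryos in the CN03 pools could raise it, but the W-linked transcripts would then rise too, and their median in SAN was -1.05. The test goes against the sex of the embryos as the cause of the rise, and an effect of CN03 on MHM2 remains as a hypothesis.

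Other sets changed with CN03 as well. The epicardial markers were at -1.18 in atria (6 lower and 3 higher, fry adjusted p = 2.4e-05) and the stress and hypoxia genes at 1.01 in atria (9 higher and 4 lower, fry adjusted p = 3.14e-07). With culture alone, the median was -1.36 in SAN and -1.34 in atria for the proliferation genes, with all 18 genes lower in each tissue, and 1.13 in SAN for the stress and hypoxia genes. In cultured atria, it was -1.02 for the epicardial markers, -1.35 for the endothelial markers and -2.73 for the erythroid markers. In each of these comparisons the pools of the treatments did not overlap in the mean of the set. Under quantile normalization, 11 set changes, those of this paragraph so far, of the macrophage markers in both tissues and of the W-linked transcripts in SAN, kept their sign and a fry adjusted p under 0.05, so they are not explained by that choice of normalization. A response to culture or to CN03 and a change in the mix of cells in the tissue could each give such changes, and the data do not part them. Smaller changes with CN03 were found in SAN for the epicardial markers (-0.80, fry adjusted p = 3.32e-06, 5 lower and 2 higher), the fibroblast markers (-0.81, fry adjusted p = 0.000503, 7 lower and 2 higher) and the cardiomyocyte markers (-0.84, fry adjusted p = 0.00192, 8 lower and 1 higher).

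The largest changes with CN03 in genes that the paper does not name were, besides the C1Q genes and MHM2, FABP4 (-8.61), KRT23 (7.09), MNX1 (6.56), LCN15 (-6.55) and ETNPPL (-6.35) in SAN, and ABRA (11.66), KRT23 (10.27), FABP4 (-9.34), HSPB9 (6.97), CXCL14 (-6.83), TRNP1 (6.72), LIPG (6.69) and LRRC17 (-6.66) in atria. In each, all 4 CN03-treated pools lay on the same side of all 4 vehicle-treated pools. After quantile normalization, 18 of these 18 changes, the C1Q genes and MHM2 included, kept their sign and an adjusted p under 0.05. Culture alone had raised several of the genes that fell in SAN, among them FABP4 by 8.16, LCN15 by 8.24 and ETNPPL by 4.41, so that with CN03 they lay nearer to their level in freshly isolated SAN. Some of these fold changes rest on the lowest value of the table, so that their size is set by it and their order is not a ranking of the true changes. It was reached by MHM2 in 4 of 4 vehicle-treated atrial and 3 of 4 vehicle-treated SAN pools and by LCN15 in 4 of 4 freshly isolated SAN pools. In CN03-treated SAN it was reached by C1QC in 2 pools and by C1QA and LCN15 in 1 pool each, in CN03-treated atria by FABP4 in 1 pool, and in vehicle-treated atria by TRNP1 in 1 pool.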

How the results depend on the processing

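No test in this part was chosen only after the result was seen. The comparisons, the alternatives and the rule for naming genes were fixed before the data were examined, except for the count at t0 without a fold change limit. Where a result changed, the cause was not tested.

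The counts moved with the threshold. With no fold change limit, 8843 genes changed with CN03 in SAN, 9001 with CN03 in atria, 6389 with culture in SAN and 7325 with culture in atria. With limma's treat against a log2 fold change of 1, they were 1806, 2201, 491 and 1009. A pseudocount of 1 left 786 genes that differed between SAN and atria at t0, and a log2 fold change limit of 1 left 1031 genes with a different CN03 response in the tissues. The fold change limit mattered at t0 too, with 4457 genes at an adjusted p under 0.05 without it, a count that was not among the alternatives set beforehand. The other alternatives set beforehand kept these counts within 1.5 times, although quantile normalization split the genes at t0 into 609 SAN-enriched and 517 atria-enriched, against 869 and 359 as deposited. Under quantile normalization the share of higher genes among those changed by CN03 in SAN was 49.0% in place of 37.4%, and under median centring 40.7%; in atria it was 50.3% and 47.0%.

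The share of SAN-enriched genes lower with CN03 in SAN was 35.8% with a pseudocount of 1, 34.2% under quantile normalization and 48.3% against vehicle only. For atria-enriched genes lower, it was 19.5%, 13.2% and 37.3%. For atria-enriched genes higher, it was 12.3% with the pseudocount, 13.7% with the filter on low values, 21.9% under quantile normalization, 12.9% without the mean-variance trend (12.89%) and with an adjusted p at t0 (12.92%), 13.1% with only the compared groups in the fit and 16.4% against vehicle only. Under quantile normalization more atria-enriched genes were thus higher than lower.

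The correlation of t0 and vehicle in SAN was 0.893 with the pseudocount, 0.840 with the filter, 0.875 under quantile normalization, 0.929 on linear values and 0.935 over all genes. In atria it was 0.890 with the pseudocount, 0.845 with the filter, 0.838 as Spearman's rho, 0.929 on linear values and 0.923 over all genes.

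With limma's camera in place of fry, the medians stay as they are and the test compares the set with all other genes. The ion channel set in atria (-0.56), the sarcomere and myofibril set in SAN (0.36) and the YAP-TEAD set in SAN (1.05) then no longer passed 0.05, while the ion channel set and the MRTF-SRF set in SAN did. The medians of the ion channels depended on the normalization, with -0.58 in SAN and -0.10 in atria after quantile normalization against -1.19 and -0.56 as deposited, while fry gave a p under 0.05 in each case. The share of variance on PC1 was 54.3% with the pseudocount and 42.9% with genes scaled to unit variance. The share of clustered genes lower with CN03 in both tissues was 36.8% under quantile normalization and 40.0% (40.05%) with 8 clusters.

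With each library left out in turn, the counts ranged from 3339 to 3442 for CN03 in SAN, 3539 to 3767 for CN03 in atria, 1586 to 1727 for culture in SAN, 2288 to 2442 for culture in atria, 1200 to 1290 at t0 and 3032 to 3290 for a different response. The shares ranged from 36.9% to 39.1% for SAN-enriched genes lower, 23.1% to 24.8% for atria-enriched genes lower, 12.2% to 14.2% for atria-enriched genes higher, 49.7% to 53.4% for PC1 and 37.6% to 48.2% for the lower clusters. The correlation ranged from 0.852 to 0.869 in SAN and from 0.849 to 0.869 in atria, and the top 100 genes lower from 54 to 63. The set medians ranged from -1.26 to -1.10 for ion channels in SAN, -0.71 to -0.49 in atria, 0.30 to 0.44 for sarcomere and myofibril genes, 0.89 to 1.11 for YAP-TEAD and 1.45 to 1.61 for MRTF-SRF targets.

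The replicate block gave 3399, 3657, 1694, 2379 and 1231 genes for the 5 comparisons and 3983 for the difference in response.

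Results on single genes were counted as changed when they crossed an adjusted p of 0.05 or, between SAN and atria at t0, the paper's criterion of a log2 fold change above 0.6 with an unadjusted p under 0.05. Of 123 such results, 5 changed direction under quantile normalization: HOXA6 (0.36), HCN2 (0.49), KCNJ4 (0.38), KCNV1 (0.27) and GJC3 (-0.12), each with an adjusted p above 0.05 before and after. A further 9 were then weaker and 3 stronger. The pseudocount changed 2 results (stronger), median centring 2 (1 weaker, 1 stronger), the fit without the trend none, the fit of only the compared groups 2 (stronger) and the block 1 (stronger). The filter changed none of 118 and left 5 without a value. Of 1064 fits without a library, 18 gave a weaker and 5 a stronger result, and 4 a reversed one, between freshly isolated SAN and atria. CACNA1H lost an adjusted p under 0.05 in 6 of 8 such fits, NKAIN3 in 5, HOXA4 in 3, SLC8A1 in 2, and ISL1 and KCNK3 in 1 each. With no reads or counts in the table, the depth behind these differences cannot be weighed.

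The log2 fold change of GJA1 for SAN against atria at t0 ranged from -0.0746 to 0.177 with a library left out, and was -0.0746 without SAN t0 replicate 1, -0.00579 without SAN t0 replicate 2 and -0.0262 without Atria t0 replicate 4, each with an adjusted p above 0.05. The cause was not tested.

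The log2 fold change of TEAD1 for SAN against atria at t0 ranged from -0.270 to 0.0214 with a library left out, and was 0.0214 without SAN t0 replicate 4, with an adjusted p above 0.05 before and after. The cause was not tested.

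By adjusted p alone, further results between SAN and atria at t0 crossed 0.05. MRTFA passed it with the replicate block and in 1 fit without a library, MRTFB passed it with only the compared groups in the fit, and SRF no longer passed it under quantile normalization and in fits without a library. The cause was not tested.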

Differences from the paper's values

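No test in this part was chosen only after the result was seen. Of 44 values of the paper compared, 7 from the text and 37 read from figures, 1 differed by the rule used. Counts, shares and fold changes on the linear scale were taken to differ only when more than 1.5 times apart and by more than the spread between replicates, and correlations and log2 fold changes when apart by more than that spread. By this rule the count of genes that differ between SAN and atria at t0 was not taken to differ, although it was 1228 here against 980 in the paper, so that count was not matched exactly. The paper's Pearson coefficient between freshly isolated and vehicle-treated atria, over the genes that differ between SAN and atria, is 0.84, and the value here was 0.860. Of the 19 alternatives set before the data were examined, the gap closed with genes above a log2 value of 1 in at least 4 libraries (0.845) and with Spearman's rho (0.838), and it stayed open with the other 17.

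The paper names GJA1 among the atria-enriched genes. Here GJA1 did not differ detectably between freshly isolated SAN and atria (log2 fold change of SAN over atria 0.04, adjusted p = 0.874).

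The paper lists HCN2 and KCNJ4 among the channels that fell with CN03 in SAN. Here the log2 fold change was -0.23 for HCN2 (adjusted p = 0.496) and -0.64 for KCNJ4 (adjusted p = 0.153), and no setting run called either lower. The paper also lists HOXA3, HOXA6 and HOXA7 as lower with CN03. Here the log2 fold change was -0.50 for HOXA3 (adjusted p = 0.121), -0.40 for HOXA6 (adjusted p = 0.514) and -0.996 for HOXA7 (adjusted p = 0.0852). With a pseudocount of 1, HOXA3 (adjusted p = 0.02) and HOXA7 (adjusted p = 0.00143) were lower at an adjusted p under 0.05, and likewise with only the compared groups in the fit (0.0088 and 0.0195), but HOXA6 was not under any setting run.

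The paper describes a pair of k-means clusters as lower with CN03 in both tissues. Here 3 of the 6 clusters fell by more than 0.5 in mean z-score in both.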

Other observations

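The tests on matched sets of genes, on gene length, on shuffled replicate numbers and on the embryos shared by same-numbered pools were chosen only after the result was seen.

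Every result of a fit across all genes was set against other splits of the same samples. Where 4 same-numbered pairs are parted, 8 such splits exist, the real one included, so their share cannot fall under 0.125 and the test cannot rule out chance at 0.05. In each of 15 results, 1 of the 8 splits, the real one, gave a result as large: the genes changed by CN03 in SAN and in atria, by culture in SAN and in atria, differing at t0, and with a different response in the tissues, the share of SAN-enriched genes lower, of atria-enriched genes lower and of atria-enriched genes higher, the top 100 genes lower, the ion channel sets in SAN and in atria, and the sarcomere and myofibril, YAP-TEAD and MRTF-SRF sets in SAN. The next largest of these splits gave 0 genes for CN03, for culture and for the different response, 365 genes at t0, shares of 22.6%, 13.7% and 7.80%, 32 of the top 100 genes, and set medians of 0.64, 0.50, 0.29, 0.57 and 0.86 in size. The other splits keep some same-numbered pools on the same side. Among all 35 splits, the real one was the largest for every result except the ion channel set in atria, where another split gave 0.57 against 0.56, and the largest count of another split was 262 genes for CN03 in SAN, 95 for culture in SAN and 397 at t0.

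Genes of low expression fell with CN03. In the lowest 10% of genes by mean expression, the median log2 fold change was -0.73 in SAN and -0.44 in atria, against 0.11 and 0.14 in the highest 10%. Noise at low values was tested by the correlation across genes of the changes of the lowest 10% in SAN and atria, with an r of 0.818. This goes against noise in single genes, but r does not depend on the median, so it cannot show the cause of the fall. The authors' normalization could give such a fall. Quantile normalization removes it, with medians of 0.108 in SAN and 0.0197 in atria, but it sets the distributions equal and so gives this outcome in advance. The pattern cannot be told apart from an effect of the normalization.

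The fall of gene groups could then stem from low expression or from gene length, and both were tested with 10000 random sets. For sets matched on t0 expression, a share of 1e-04 was as low as the SAN-enriched genes in SAN (typical median -0.19) and as low as the ion channels in SAN (-0.31), the smallest share these sets can give. For the ion channels in atria the share was 0.0036 (-0.07). For sets matched on expression and gene length, the share was again 1e-04 for the SAN-enriched genes (99% with a known length, typical median -0.19) and 1e-04 for the ion channels (97.3%, -0.33). The fall of these groups in SAN is thus larger than low expression and length explain. GC content was not tested.

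Same-numbered pools deviated together more than in any of 10000 shuffles of the replicate numbers, which the same embryos in the SAN and atrial pools could explain. If so, the level of W-linked transcripts, which follows the number of female embryos, would correlate between same-numbered pools. Over 12 pairs, centred within each condition, Pearson's r was -0.43 (permutation p = 0.243 over 13824 permutations) and Spearman's rho -0.476 (permutation p = 0.175), with adjusted p = 0.243 for both and r = -0.609 without the 2 pairs farthest from the median. The sign is opposite to the prediction, but the test does not part the explanations. Same-numbered pools of the same tissue under different treatments also deviated together, with an r of 0.212 in SAN and 0.266 in atria between CN03 and vehicle. Between vehicle and t0, r was lower, at 0.0801 in SAN and 0.154 in atria. Between SAN and atria it was 0.116 to 0.272. Embryos shared by the SAN and atrial pools do not by themselves account for the values within a tissue. A shared day of preparation was not tested.

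In opposite directions in SAN and atria, both at an adjusted p under 0.05, CN03 changed 273 genes, 7 of them by more than 1 in each tissue. The largest differences in response between the tissues were those of PAPPA2 (6.15, adjusted p = 2.45e-07), ABRA (-5.96, adjusted p = 1.39e-09) and LCN15 (-5.01, adjusted p = 0.000539). PAPPA2 fell by 5.55 in atria and did not differ detectably in SAN (0.60, adjusted p = 0.221).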
